# The repressive role of Arabidopsis H2A.Z in transcriptional regulation depends on AtBMI1 activity

**DOI:** 10.1038/s41467-019-10773-1

**Published:** 2019-06-27

**Authors:** Ángeles Gómez-Zambrano, Wiam Merini, Myriam Calonje

**Keywords:** Ubiquitylation, Transcriptional regulatory elements, Plant molecular biology, Plant stress responses

## Abstract

H2A.Z variant has emerged as a critical player in regulating plant responses to environment; however, the mechanism by which H2A.Z mediates this regulation remains unclear. In Arabidopsis, H2A.Z has been proposed to have opposite effects on transcription depending on its localization within the gene. These opposite roles have been assigned by correlating gene expression and H2A.Z enrichment analyses but without considering the impact of possible H2A.Z post-translational modifications. Here, we show that H2A.Z can be monoubiquitinated by the PRC1 components AtBMI1A/B/C. The incorporation of this modification is required for H2A.Z-mediated transcriptional repression through a mechanism that does not require PRC2 activity. Our data suggest that the dual role of H2A.Z in regulating gene expression depends on the modification that it carries, while the levels of H2A.Z within genes depend on the transcriptional activity.

## Abstract (web summary)

Arabidopsis H2A.Z plays an important role in regulating gene expression in response to stressors; however, the underlying mechanism is still puzzling. Here, the authors show that monoubiquitination of H2A.Z by AtBMI1 is required for H2A.Z-mediated transcriptional repression.

## Introduction

Eukaryotic organisms must respond to environmental changes in order to survive. This response involves changes in gene expression in which chromatin structure plays a central role. Chromatin organization can be altered through the incorporation of histone variants that, unlike canonical histones, occurs independently of replication. This different mechanism of deposition makes them adaptable to respond to environmental stimuli^1^. According to this, H2A.Z variant has emerged as a critical player in regulating plant responses to environment. Several reports have demonstrated that Arabidopsis H2A.Z plays a role in regulating gene expression in response to temperature fluctuations, drought, pathogen infection, and nutrient stress^1–7^. Nevertheless, in addition to its role in transcriptional regulation, H2A.Z in plants has been related to other processes, such as DNA repair, somatic homologous recombination, and replication origin specification^8^.

H2A.Z in Arabidopsis, as in other organisms, frequently localizes immediately downstream transcription start sites, co-localizing with +1 nucleosome^9–12^, but it is also found further within gene bodies^13^. H2A.Z has been proposed to have either a promoting or repressive effect on transcription depending on its localization within the gene. The presence of H2A.Z in +1 nucleosome has been associated with transcriptional activation, while its presence in nucleosomes further within gene bodies is associated with transcriptional repression and positively correlated with gene responsiveness^7,13^. In contrast, a recent report showed that H2A.Z enrichment at +1 nucleosome is required to repress gene expression^14^; therefore, the role of H2A.Z is still puzzling.

A reason for these conflicting results could be that the incorporation of H2A.Z has been examined as a whole without considering posttranscriptional modifications, which provides an incomplete picture to understand the role of this histone variant. Here, we show that H2A.Z can be monoubiquitinated by the PRC1 components AtBMI1A/B/C^15,16^. The incorporation of this modification is required for H2A.Z-mediated transcriptional repression. Moreover, our data indicate that more than H2A.Z incorporation H2A.Z monoubiquitination is what is decisive for H2A.Z-mediated repression.

## Results

### A modified H2A.Z is required to regulate flowering time

In Arabidopsis, there are three functional genes encoding H2A.Z, *HTA8*, *HTA9*, and *HTA11*^17^. Expression analysis of the three genes in wild-type Col-0 (WT) seedlings at 7 days after germination (DAG) showed that *HTA9* displayed the highest expression levels while *HTA8* the lowest (Supplementary Fig. 1a). Both double and triple mutants are viable, although the latter shows severer developmental defects^13^. The most obvious trait in *hta9hta11* mutants is their early-flowering phenotype^2^, a similar phenotype to the one displayed by mutant plants in components of the SWI2/SNF2-related complex (SWR1C), which is involved in the incorporation of H2A.Z^8^. Accordingly, the levels of the flowering-promoter *FLOWERING LOCUS T* (*FT*) are increased in *hta9hta11* and those of the flowering-repressor *FLOWERING LOCUS C* (*FLC)* are reduced^2^.

Western blot (WB) analysis of WT and *hta9hta11* histone extracts at 7 DAG using anti-HTA9 antibody not only confirmed reduced levels for HTA9-predicted band in *hta9hta11* (Fig. 1a) but also revealed the presence of a band of around 25 kDa whose molecular weight (MW) might be consistent with the addition of one ubiquitin. This band represented 20–30% of total HTA9 in WT (Supplementary Fig. 1b), indicating that a minor fraction of H2A.Z might carry this modification. To investigate whether the band was indeed a modified HTA9, we generated WT transgenic lines expressing an N-terminal FLAG-tagged version of *HTA9* (*FLAG-HTA9_N*) under the control of *CaMV35s* promoter (Fig. 1b). Anti-HTA9 antibody recognized the unmodified and modified forms of both HTA9 and FLAG-HTA9_N on histone extracts from these plants (Fig. 1c), confirming that the 25 kDa band was a modified HTA9.

**Fig. 1:**
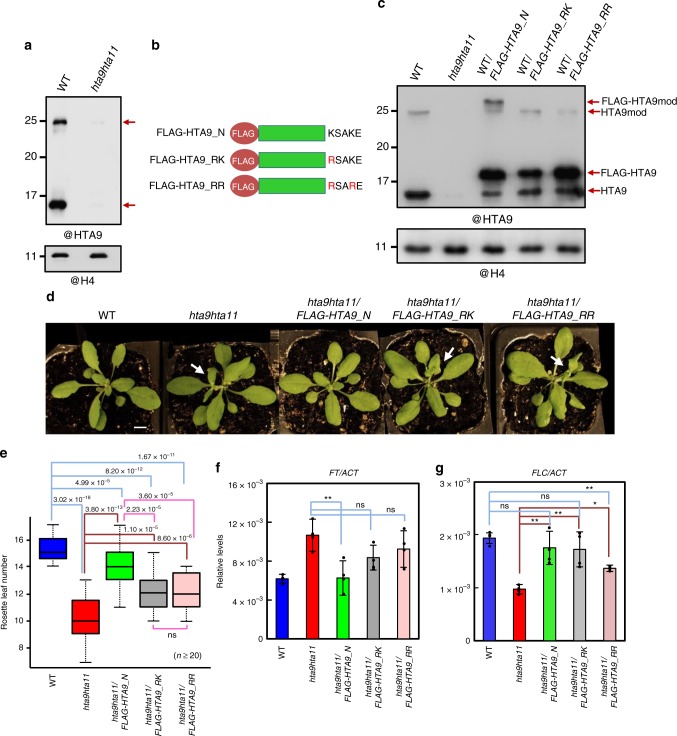
A modified form of H2A.Z is required to regulate flowering time. **a** Western blot (WB) analysis of HTA9 levels in histone enriched extracts of wild-type (WT) and *hta9hta11* mutants at 7 days after germination (DAG; upper panel). The same blot was probed with anti-H4 antibody for loading control (bottom panel). Arrows indicate the bands recognized by the antibody. **b** Schematic representation of the C-terminal region of FLAG-tagged *HTA9* native construct (*FLAG-HTA9_N*) or mutated in which K129 or both K129 and K132 were replaced by R (*FLAG-HTA9_RK* and *FLAG-HTA9_RR*, respectively). **c** WB analysis of HTA9 and FLAG-HTA9 levels in WT, *hta9hta11*, *WT*/*FLAG-HTA9_N*, *WT*/*FLAG-HTA9_RK*, and *WT*/*FLAG-HTA9_RR* (upper panel). Arrows indicate the bands recognized by the antibody. The same blot was probed with anti-H4 antibody for loading control (bottom panel). **d** Picture showing WT, *hta9hta11*, *hta9hta11/FLAG-HTA9_N*, *hta9hta11/FLAG-HTA9_RK*, and *hta9hta11/FLAG-HTA9_RR* plants at 24 DAG growing under long day conditions. Arrows indicate the presence of elongated shoot. Bar indicates 1 cm. **e** Box plots indicating the number of rosette leaves at bolting in different genotypes. “*n*” indicates the number of plants. In each case, the median (segment inside rectangle), upper and lower quartiles (boxes), and minimum and maximum values (whiskers) are indicated. *p* Value of significant differences as determined by Student’s *t* test are indicated. **f** Relative *FT* expression levels in the different genotypes at 12 DAG. *ACTIN2* (*ACT2*) was used as an internal control. Error bars indicate standard deviation of *n* = 4 biological replicates. Data points are indicated in the bar charts. **g** Relative *FLC* expression levels in different genotypes at 12 DAG. *ACT*2 was used as an internal control. Error bars indicate standard deviation of *n* = 4 biological replicates. Data points are indicated in the bar charts. Significant differences as determined by Student’s *t* test are indicated (**P < 0.01; *P < 0.05; ns, not significant). Source data of Fig. 1a, c, e–g are provided as a Source Data file

H2A.Z monoubiquitination (H2A.Zub) marks have been detected in mammalian embryonic stem cells at bivalent genes but they decrease upon differentiation^18,19^. This modification occurs mostly at lysine (K) 120 and to a lesser extent at K121 and K125^18^. Thus we compared the protein sequences of HTA9 and human H2A.Z and selected K129 and K132 as possible target lysine/s for monoubiquitination in Arabidopsis (Supplementary Fig. 1c). We then generated WT transgenic plants constitutively expressing a *FLAG-HTA9* version in which K129 or both K129 and K132 were replaced by arginine (R) (WT/*FLAG-HTA9_RK* and WT/*FLAG-HTA9_RR*, respectively) (Fig. 1b). These mutations resulted in a complete loss of the modified FLAG-HTA9 band as determined by WB on histone extracts (Fig. 1c), which suggests that K129 is the predominant target lysine for this modification, although it cannot be ruled out that K132 is also modified to some extent. To explore whether the different constructs were able to rescue *hta9hta11* mutant defects, we introduced *FLAG-HTA9_N*, *FLAG-HTA9_RK*, or *FLAG-HTA9_RR* into *hta9hta11* plants, and after verifying that the proteins were expressed (Supplementary Fig. 2b) and incorporated into chromatin by WB analysis after chromatin immunoprecipitation (ChIP) using anti-H3 antibody (Supplementary Fig. 2c), we examined the phenotype of different plants. We found that the flowering time of *hta9hta11/FLAG-HTA9_N* plants was delayed compared to *hta9hta11*, *hta9hta11/FLAG-HTA9_RK* and *hta9hta11/FLAG-HTA9_RR* (Fig. 1d, e), which was supported by *FT* transcript levels (Fig. 1f); however, we noticed that the early flowering phenotype of *hta9hta11* was partially rescued in the three lines, although *hta9hta11/FLAG-HTA9_N* showed a greater rescue (Fig. 1e). Since the early flowering phenotype of *hta9hta11* is in part a consequence of reduced *FLC* expression levels^2^, we checked the levels of *FLC* in those plants (Fig. 1g). We found that *FLC* levels were increased in the three lines compared to *hta9hta11*. Interestingly, despite the similar levels of *FLC* expression in *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RK*, *FT* expression in *hta9hta11/FLAG-HTA9_RK* was not as low as in *hta9hta11/FLAG-HTA9_N*, indicating that both the incorporation of H2A.Z and the establishment of the modification are required to control flowering time.

### The AtBMI1 proteins mediate H2A.Z monoubiquitination

Vertebrate Polycomb Repressive Complex 1 (PRC1) mediates H2A and H2A.Z monoubiquitination^18,20^; however, the PRC1 monoubiquitin ligase module in Arabidopsis, which comprises one AtBMI1 (AtBMI1A/B/C) and one AtRING1 (AtRING1A/B) protein^15,21,22^, has so far only been involved in canonical H2A lysine 121 monoubiquitination (H2AK121ub)^21^. This activity is required to maintain gene repression throughout plant development^23,24^. *atbmi1a/b/c* mutant remains in an embryo maturating-like phase due to misexpression of the embryonic program after germination^25^ (Supplementary Fig. 3). Moreover, 20% of the Arabidopsis transcriptome is misregulated in this mutant^24^. PRC1 acts together with PRC2, which mediates H3 lysine 27 trimethylation (H3K27me3)^26–30^, in the repression of around 5000 genes^31^. In fact, PRC2 requires the presence of H2AK121ub marks to incorporate H3K27me3 at these genes^31^. Accordingly, *atbmi1a/b/c* mutant displays strongly reduced levels of H2AK121ub and H3K27me3^31^. Therefore, to investigate whether AtBMI1 activity is involved in H2A.Z monoubiquitination, we compared the levels of modified HTA9 in WT and *atbmi1a/b/c* (Fig. 2a, b) and we found that the signal was at least five times reduced in mutant seedlings. In addition, we found that anti-ubiquitin antibody could recognize modified HTA9 in WT but not in *atbmi1a/b/c* (Fig. 2c) and that the antibody recognized a band with the MW of HTA9ub after immunoprecipitation of WT chromatin with anti-HTA9 antibody (Supplementary Fig. 3a). Furthermore, when the *FLAG-HTA9_N* construct was introduced into *atbmi1a/b/c* mutant, the FLAG-HTA9ub band could not be detected (Fig. 2d). All together, these results indicate that AtBMI1 activity is required for H2A.Z monoubiquitination.

**Fig. 2:**
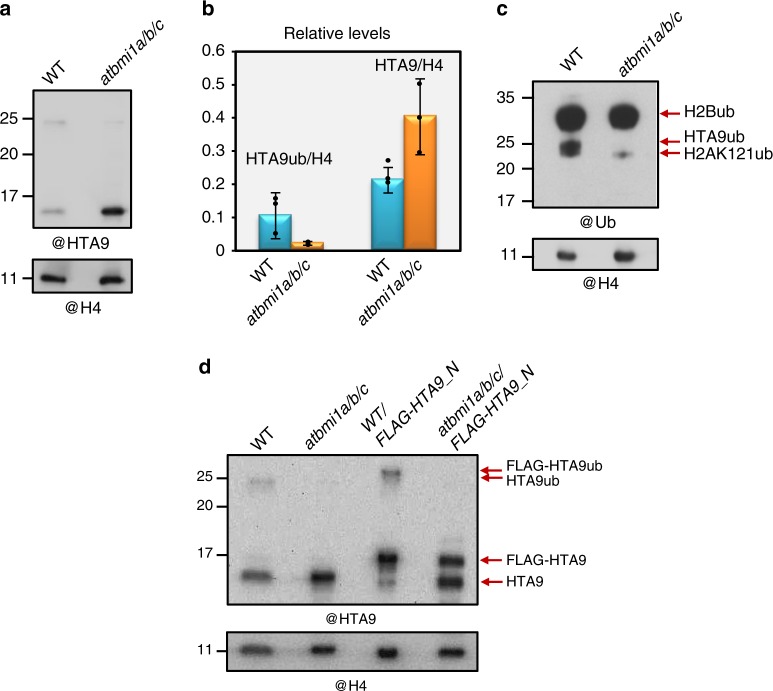
The AtBMI1 proteins mediate H2A.Z monoubiquitination. **a** Western blot (WB) analysis of HTA9 levels in histone-enriched extracts of wild-type (WT) and *atbmi1a/b/c* mutant at 7 days after germination (DAG). The same blot was probed with anti-H4 antibody for loading control. **b** Quantification of HTA9 and HTA9ub levels in WT and *atbmi1a/b/c* mutant relative to H4; Error bars indicate standard deviation of *n* = 3 independent experiments. Data points are indicated in the bar charts. **c** WB analysis of WT and *atbmi1a/b/c* mutant histone-enriched extracts at 7 DAG probed with anti-ubiquitin antibody. Bands corresponding to H2Bub, H2AK121ub, and HTA9ub are indicated. A blot probed with anti-H4 antibody was used as a loading control. **d** WB analysis of HTA9 and FLAG-HTA9 levels in WT, *atbmi1a/b/c*, *WT/FLAG-HTA9_N*, and *atbmi1a/b/c/FLAG-HTA9_N*. Arrows indicate the bands recognized by the antibody. The same blot was probed with anti-H4 antibody for loading control. Source data of Fig. 2a–d are provided as a Source Data file

### H2A.Zub has a repressive role in transcription

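RNA from WT, hta9hta11, and atbmi1a/b weak seedlings at 7 DAG was sequenced in 2 biological replicates per genotype. The hta9hta11 plants carry mutations in HTA9 and HTA11, which encode the histone variant H2A.Z, and atbmi1a/b weak carries mutations in AtBMI1A and AtBMI1B, which encode components of Polycomb Repressive Complex 1. The authors mapped the paired reads to TAIR10 with HISAT2, assembled transcripts with StringTie, and deposited 1 FPKM value per gene and sample, without pooling replicates. Every sample lists the same 23698 genes, of which 133 are chloroplast and 78 are mitochondrial genes. FPKM values carry no total of reads, and the paper's methods give only an approximate average number of reads for all samples. The FPKM values of a sample summed to 710771 and 730711 in the WT replicates, 711778 and 716623 in hta9hta11, and 783894 and 697433 in atbmi1a/b weak. The lowest FPKM values of a gene move in steps that depend on what 1 read is worth, so the steps gave an estimate of relative depth. Taking WT replicate 1 as 100%, this depth was 86.1% in WT replicate 2, 69.2% and 60.9% in hta9hta11, and 41.4% and 58.9% in atbmi1a/b weak. Genes listed at an FPKM of 0 numbered 660 and 840 in WT, 576 and 703 in hta9hta11, and 750 and 875 in atbmi1a/b weak. The values were analyzed as log2(FPKM + 1) for the 23638 genes with an FPKM above 0 in at least 1 of the 10 samples of the 5 genotypes, with limma's moderated test in 1 fit over all samples. A gene was called misregulated when its log2-fold change was beyond 1 in size and its unadjusted p value was below 0.05, as in the paper. The paper's text names no pseudocount and no filter on low values, and a pseudocount of 1 understates the change of genes with a low FPKM. Spearman's correlation between the replicates over all genes was 0.917 in atbmi1a/b weak and between 0.986 and 0.992 in the other genotypes. HTA9 (AT1G52740; chromosome 1 of TAIR10.1, 19645236 to 19646485) had 116 ± 0.991 FPKM in WT (SD, n = 2) and 10.7 ± 0.732 in hta9hta11, a log2-fold change of -3.33 (standard error 0.17, adjusted p = 7.40e-05 from limma's moderated test). HTA11 (AT3G54560; chromosome 3, 20196140 to 20197726) had 46.7 ± 3.23 FPKM in WT and 10.2 ± 1.33 in hta9hta11, a log2-fold change of -2.09 (standard error 0.23, adjusted p = 0.00114). In atbmi1a/b weak, AtBMI1A (AT2G30580) had 6.33 ± 0.993 FPKM against 4.07 ± 0.938 in WT, a log2-fold change of 0.54 (standard error 0.17, adjusted p = 0.0691). The FPKM of a gene counts all its transcript reads, so it does not show whether the transcripts of a mutant are functional. AtBMI1B and AtBMI1C were not analyzed here.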

To investigate the role of H2A.Zub in regulating gene expression, we first compared the genes enriched in H2A.Z in WT^32^ (H2A.Z_WT; Supplementary Data 1) with the genes misregulated in *hta9hta11* and *atbmi1a/b* weak mutants compared to WT at 7 DAG (log2-fold change cut-off >|1|, *p* value <0.05 according to a moderated *t* test; Supplementary Data 2). We used *atbmi1a/b* weak mutant as it can switch to vegetative development after germination^21^ and thus displays a phenotype comparable to *hta9hta11* (Supplementary Fig. 3). We found that most of the upregulated genes in *hta9hta11* and *atbmi1a/b* weak mutants overlapped with the group of genes enriched in H2A.Z in WT. 

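The thresholds of the paper were applied on the log2(FPKM + 1) scale to 23638 genes. In hta9hta11 917 genes and in atbmi1a/b weak 1552 genes were upregulated compared to WT. In total, 463 genes were in both lists, which is 50.5% of the genes upregulated in hta9hta11. If the lists were unrelated, 60.2 shared genes would be found on average (odds ratio 20.3, two-sided Fisher's exact test over the tested genes, p = 6.56e-315). Genes are not independent of each other, so this p value describes the lists of these libraries. Both contrasts use the same WT samples, which can make lists overlap. Counting genes with a log2-fold change above 1 and no test, 555 genes were shared against 75.4 expected with all samples. On that count, 489 genes were shared against 89.0 expected when WT replicate 1 was used for hta9hta11 and WT replicate 2 for atbmi1a/b weak. The opposite use of the WT replicates gave 539 shared genes against 81.7 expected. A difference that both WT replicates share would remain in this split. Clock genes differed between both WT replicates and all other genotypes, so an overlap caused by the state of WT is not excluded. The atbmi1a/b weak replicates differed from each other. Counted without a test as well, the overlap was 484 genes against 121 expected with replicate 1 and 630 genes against 75.0 expected with replicate 2. Among the alternatives set in advance, the pseudocount moved the number of 463 shared genes most. With a pseudocount of 0.1 in place of 1 the overlap was 903 genes of 1589 upregulated in hta9hta11 (56.8%). The shared genes were 42.3% (416 of 983) with only the groups compared in the fit, 42.0% (447 of 1064) with quantile normalization, and 46.4% (363 of 783) with Benjamini-Hochberg adjusted p values from limma. Among nuclear genes only, chosen after seeing the data, they were 57.4% (433 of 755). They were 67.0% (1050 of 1566) in nuclear genes with values of 0 as missing and no pseudocount, also chosen after seeing the data. That scale gave all 6452 log2-fold changes of Supplementary Data 4, but no setting gave the paper's gene lists exactly. With the replicate number as a block in the fit, 482 genes were shared (52.1%). The numbering is taken from the sample labels, and the deviations of same-numbered samples from their genotype means had a correlation across genes of 0.306 between WT and hta9hta11 and -0.000696 between WT and atbmi1a/b weak. The restriction to genes enriched in H2A.Z in WT was not applied here. From the overlap between the upregulated genes, the paper proposes that monoubiquitinated H2A.Z perhaps mediates their repression.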

Interestingly, the majority of the genes upregulated in *hta9hta11* were also upregulated in *atbmi1a/b* weak mutant (Fig. 3a), indicating that perhaps H2A.Zub mediates this repression.

**Fig. 3:**
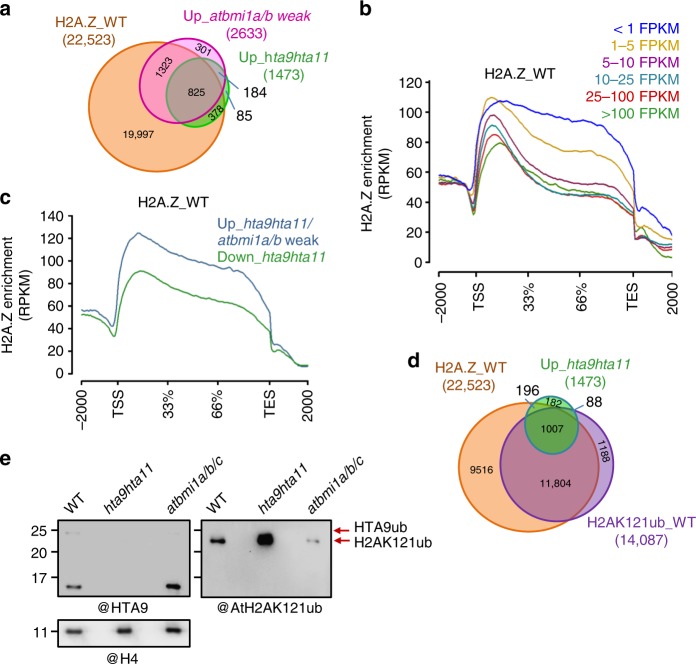
Overlap between upregulated genes in *hta9hta11* and *atbmi1a/b*. **a** Venn diagram showing the number of overlapping genes when comparing H2A.Z-enriched genes in wild-type (WT) seedlings (H2A.Z_WT), upregulated genes in *hta9hta11*, and upregulated genes in *atbmi1a/b* weak mutant. **b** Metagene plots showing H2A.Z levels over different subsets of genes grouped according to their expression levels (indicated in FPKM (fragments per kilobase of exon and million mapped reads) and different colors). TSS transcription start site, TES transcription stop site. **c** Metagene plots showing H2A.Z enrichment in WT at genes upregulated in *hta9hta11* and *atbmi1a/b* weak mutants and at genes downregulated in *hta9hta11*. **d** Venn diagram showing the number of overlapping genes when comparing H2A.Z-enriched genes in WT (H2A.Z_WT), H2AK121ub marked genes in WT (H2AK121ub_WT), and upregulated genes in *hta9hta11*. **e** WB blot showing H2AK121ub and HTA9ub levels in WT, *hta9hta11*, and *atbmi1a/b/c* (right and left panels, respectively). The blot was probed with an anti-AtH2AK121ub antibody, then stripped and re-probed with anti-HTA9 antibody. Arrows indicate the bands recognized by the antibody. The same blot was probed with anti-H4 antibody for loading control (bottom panel). Source data of Fig. 3e are provided as a Source Data file

Analysis of H2A.Z enrichment at genes grouped according to their expression levels in WT seedlings (Fig. 3b) showed that both active and repressed genes were enriched in H2A.Z, which is in agreement with previous reports^7,13^. H2A.Z enrichment was not only observed at +1 nucleosome region but also along gene bodies, although H2A.Z levels were negatively correlated with expression levels (Fig. 3b). We found that, in WT seedlings, the genes upregulated in *hta9hta11* and *atbmi1a/b* weak mutants showed higher H2A.Z levels along the entire gene than the genes downregulated in *hta9hta11* (Fig. 3c), which was consistent with a transcriptionally repressed and activated state, respectively.

According to our results, AtBMI1 proteins are involved in both H2A and H2A.Z monoubiquitination. Since the incorporation of H2AK121ub marks have a repressive role, we compared the genes enriched in H2A.Z in WT with the ones marked with H2AK121ub also in WT^31^ and the ones upregulated in *hta9hta11* (Supplementary Data 1; Supplementary Data 2; Fig. 3d). We found that 1007 out of the 1473 upregulated genes in *hta9hta11* were enriched in H2A.Z and marked with H2AK121ub in WT, indicating that H2A.Z and H2AK121ub marks co-occupy most of the genes that became upregulated in *hta9hta11*. Therefore, we investigated whether the levels of H2AK121ub were altered in *hta9hta11* mutants using an Arabidopsis anti-H2AK121ub-specific antibody^25^. Interestingly, H2AK121ub levels were increased in *hta9hta11* mutants (Fig. 3e). Thus it might be possible that in the absence of H2A.Z AtBMI1 activity tries to compensate for the loss of H2A.Zub by increasing monoubiquitination of canonical H2A; however, the fact that *hta9hta11* mutant displayed misregulation of a considerable number of genes (1473 upregulated and 1702 downregulated; Supplementary Data 2) indicates that H2AK121ub cannot replace the role of H2A.Zub in regulating these genes, which indicates independent roles.

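In the deposited FPKM values, 917 genes were upregulated and 1374 were downregulated in hta9hta11 compared to WT. When limma's p values were adjusted by the Benjamini-Hochberg method and an adjusted p below 0.05 was required, 783 upregulated and 1204 downregulated genes remained. With a pseudocount of 0.1, 1589 genes were upregulated and 1934 downregulated. The count that differed most was 1890 upregulated and 2362 downregulated nuclear genes. It came with values of 0 taken as missing and only the compared groups in the fit, a setting chosen after seeing the data. With the replicate number as a block, as paired by the sample labels, 925 genes were upregulated and 1362 downregulated, and the correlation of the deviations of same-numbered WT and hta9hta11 samples was 0.306. Leaving out each replicate in turn gave between 918 and 1261 genes with a log2-fold change above 1, and between 1355 and 1728 below -1, without a test. Among the 917 upregulated genes, 162 were chloroplast or mitochondrial genes, and no organellar gene was among the downregulated genes. The protein-coding genes with the largest rise were LHY (AT1G01060), ELIP2 (AT4G14690), and AT1G13609. LHY had 0.813 ± 0.159 FPKM in WT (SD, n = 2) and 169 ± 0.321 in hta9hta11, a log2-fold change of 6.55 (standard error 0.63, adjusted p = 0.000736). LHY is a gene of the circadian clock and was far above WT in all other genotypes, with 245 FPKM in the N line and 172 in the RR line. A harvest of WT at another time of day is therefore not excluded as the cause of its rise. ELIP2 had a log2-fold change of 5.01 (standard error 0.26) and AT1G13609 of 4.84 (standard error 0.25), each with an adjusted p of 7.40e-05. The largest falls were those of ATCTH (AT2G25900), AT1G07135, and AT1G56300. ATCTH had 81.4 ± 18.0 FPKM in WT and 0.0828 ± 0.0874 in hta9hta11, a log2-fold change of -6.23 (standard error 0.77, adjusted p = 0.00195). The log2-fold changes of AT1G07135 and AT1G56300 were -6.12 (standard error 0.63, adjusted p = 0.000942) and -5.87 (standard error 0.17, adjusted p = 1.82e-05).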

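The plants complemented with FLAG-HTA9_N (the N line) express native HTA9 with a FLAG tag in the hta9hta11 background, and those complemented with FLAG-HTA9_RR (the RR line) express HTA9 in which the lysines at positions 129 and 132 are replaced by arginine. Each line was sequenced in 2 biological replicates at 7 DAG, and the authors deposited FPKM values made as for the other genotypes. The FPKM values summed to 709693 and 712862 in the N line and 705474 and 700495 in the RR line. The relative depth estimated from the lowest FPKM values, with WT replicate 1 as 100%, was 61.8% and 64.9% in the N line and 62.4% and 71.4% in the RR line. Genes listed at an FPKM of 0 numbered 623 and 633 in the N line and 468 and 446 in the RR line. The lines were compared with hta9hta11, with WT, and with each other in the fit over all 10 samples, on the log2(FPKM + 1) scale with limma's moderated test. HTA9 had 116 ± 0.991 FPKM in WT (SD, n = 2), 10.7 ± 0.732 in hta9hta11, 195 ± 31.5 in the N line, and 129 ± 23.6 in the RR line. Reads of the transgene and of the gene itself are not separated in these values. The log2-fold change of HTA9 against hta9hta11 was 4.06 in the N line (standard error 0.17, adjusted p = 0.000279) and 3.46 in the RR line (standard error 0.17, adjusted p = 0.000779). Between the N and RR lines it was 0.60 (standard error 0.17, unadjusted p = 0.00920 and adjusted p = 0.316 from limma's moderated test). HTA11 fell from 10.2 ± 1.33 FPKM in hta9hta11 to 0.934 ± 0.0453 in the N line and 1.25 ± 0.0511 in the RR line. HTA8 (AT2G38810; chromosome 2 of TAIR10.1, 16219220 to 16220928) had 11.5 ± 0.933 FPKM in WT, 15.0 ± 2.66 in hta9hta11, 11.2 ± 0.110 in the N line, and 11.4 ± 0.503 in the RR line, and its changes were not past the thresholds. Replicate numbers in the sample labels were checked as a pairing. The correlation of deviations of same-numbered samples across genes was 0.294 between hta9hta11 and the N line, -0.0130 between hta9hta11 and the RR line, and 0.128 between the lines.

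**Figure D1:**
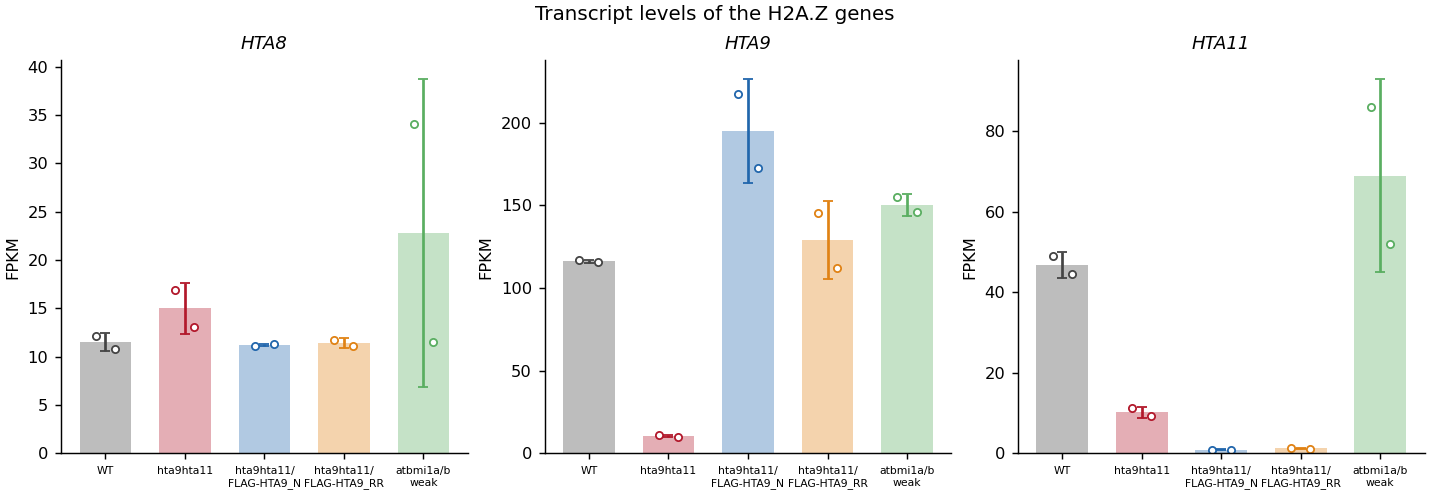
FPKM of HTA8, HTA9, and HTA11 (vertical axes, each from 0) in the 5 genotypes. Bars are means, open circles are the 2 replicates, and error bars are SD. HTA9 is near 10.7 FPKM in hta9hta11 and above 100 in both lines, while HTA11 is lower in the lines (0.934 and 1.25) than in hta9hta11 (10.2).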

We next compared the transcriptome of *hta9hta11/FLAG-HTA9_N* or *hta9hta11/FLAG-HTA9_RR* to that of *hta9hta11* mutant at 7 DAG (Supplementary Data 3) to investigate the genes that change their expression levels in *hta9hta11* as a consequence of *FLAG-HTA9_N* or *FLAG-HTA9_RR* expression. Volcano plots representing differentially expressed genes (DEGs; log2-fold change cut-off >|1|, *p* value <0.05; Fig. 4a) revealed that, in both *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RR*, a considerable number of genes became upregulated compared to *hta9hta11* (710 and 976, respectively); however, the number of downregulated genes in *hta9hta11/FLAG-HTA9_N* was higher than in *hta9hta11/FLAG-HTA9_RR* (409 and 72, respectively). 

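Compared to hta9hta11, 412 genes were upregulated and 257 downregulated in the N line, and 573 were upregulated and 24 downregulated in the RR line. After Benjamini-Hochberg adjustment of limma's p values, 129 upregulated and 55 downregulated genes remained in the N line, and 232 and 2 in the RR line. In data simulated with no difference between groups, 147 genes passed both thresholds without adjustment in the comparison of hta9hta11 with WT. The simulated spread was the same in all groups and included that of the atbmi1a/b weak replicates. The 147 genes are therefore not the number to expect by error in the contrasts of the lines. With the replicate number from the labels as a block, the N line had 403 upregulated and 259 downregulated genes, and the RR line had 562 and 33. Same-numbered samples of hta9hta11 and the N line deviated together (correlation across genes 0.294), and those of hta9hta11 and the RR line did not (-0.0130). Leaving out each replicate in turn gave 300 to 337 genes with a log2-fold change below -1 in the N line and 41 to 138 in the RR line, without a test. Of the 257 genes downregulated in the N line, 147 were chloroplast or mitochondrial genes, as were 14 of the 24 in the RR line. With nuclear genes only, a setting chosen after seeing the data, 111 genes were downregulated in the N line and 10 in the RR line. The protein-coding genes with the largest rise in the N line were ATCTH, with a log2-fold change of 4.37 (standard error 0.77, adjusted p = 0.0522), and HTA9. The largest falls were those of MRD1 (AT1G53480), with -4.73 (standard error 1.08, adjusted p = 0.0991), and SESA3 (AT4G27160), with -3.69 (standard error 1.04, adjusted p = 0.180). In the RR line, ATCTH rose by 5.98 (standard error 0.77, adjusted p = 0.0164) and AT3G46080 by 5.09 (standard error 0.45, adjusted p = 0.00417). MRD1 fell by 4.92 (standard error 1.08, adjusted p = 0.0980) and HTA11 fell by 2.31 (standard error 0.23, adjusted p = 0.00580). For MRD1, SESA3, and ATCTH, the atbmi1a/b weak replicates lay far apart and enter the estimate of the spread, though they are not in these contrasts. MRD1 had 20.6 and 0.271 FPKM in them, against 32.8 and 31.5 in hta9hta11 and 0.336 and 0.172 in the N line.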

Consistent with this, we found that a high percentage of the genes downregulated in *hta9hta11* recovered their WT expression levels in both *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RR* plants (37.5% and 46.1%, respectively; Fig. 4b, c; Supplementary Fig. 4a, b); however, the percentage of upregulated genes in *hta9hta11* that recovered their WT levels was considerably lower in *hta9hta11/FLAG-HTA9_RR* than in *hta9hta11/FLAG-HTA9_N* (18.5% and 35.7%, respectively; Fig. 4b, c; Supplementary Fig. 4a, b).

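A gene was counted at WT expression levels in a line when it was in neither list of genes misregulated in that line compared to WT, which was the case for 21453 genes in the N line and 21508 in the RR line. Of the 1374 genes downregulated in hta9hta11, 484 were at WT levels in the N line (35.2%, 95% Wilson interval 32.7 to 37.8) and 587 in the RR line (42.7%, 40.1 to 45.4). Of the 917 genes upregulated in hta9hta11, 362 were at WT levels in the N line (39.5%, 36.4 to 42.7) and 204 in the RR line (22.2%, 19.7 to 25.1). These intervals cover only the number of genes and not the difference between replicates. Quantile normalization between samples moved the percentages in the RR line most among the settings that keep this definition. With it, 33.1% of the upregulated genes were at WT levels in the RR line and 41.7% in the N line, and of the downregulated genes 30.3% were at WT levels in the RR line and 31.8% in the N line. With the replicate number as a block, the percentages of upregulated genes were 38.8% and 22.4% in the N and RR lines, and those of downregulated genes were 34.9% and 42.6%. The pairing is taken from the labels, and the correlation of the deviations of same-numbered samples was 0.220 between WT and the N line and 0.175 between WT and the RR line. Among nuclear genes only, chosen after seeing the data, 37.6% of the upregulated genes were at WT levels in the N line and 24.5% in the RR line. A gene can leave the lists with a small change, so the genes that moved back past both thresholds against hta9hta11 were also counted, whatever their level compared to WT. These were 22.7% of the upregulated genes in the N line and 2.29% in the RR line, and 8.95% and 10.4% of the downregulated genes, respectively. Of the 208 upregulated genes that moved back in the N line, 146 were chloroplast or mitochondrial, as were 14 of the 21 in the RR line, and the nuclear genes that moved back were 8.21% and 0.927% of the 755 nuclear upregulated genes. Of the 208 and 21 genes, 117 and 4 were at WT levels.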

**Fig. 4:**
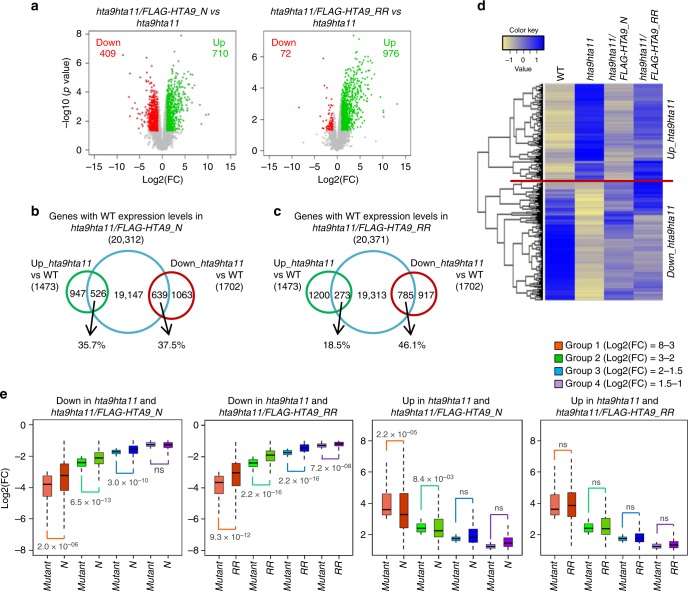
H2A.Z monoubiquitination has a repressive role in gene regulation. **a** Volcano plots showing downregulated (left, red dots) and upregulated (right, green dots) genes in *hta9hta11/FLAG-HTA9_N* (left panel) or *hta9hta11/FLAG-HTA9_RR* (right panel) compared to *hta9hta11*. **b**, **c** Comparison of the genes upregulated and downregulated in *hta9hta11* according to wild-type (WT) levels and the genes with WT expression levels in *hta9hta11/FLAG-HTA9_N* (**b**) or *hta9hta11/FLAG-HTA9_RR* (**c**). The percentages of upregulated and downregulated genes in *hta9hta11* that recovered WT expression levels in each line are indicated. **d** Heatmap representing the expression levels of the genes misregulated in *hta9hta11* in different genotypes. Color code represents normalized expression values measured in FPKM (fragments per kilobase of exon and million mapped reads) (pale yellow is the lowest and dark blue the highest expression levels). A standard normalization of the gene expression profiles was performed to obtain a mean expression of 0 and a standard deviation of 1 in order to make the expression profiles comparable. **e** Box plots showing differential expression (DE, log2-fold change) relative to WT of the genes commonly upregulated and downregulated in *hta9hta11* and *hta9hta11/FLAG-HTA9_N* or in *hta9hta11* and *hta9hta11/FLAG-HTA9_RR*. Upregulated or downregulated genes in *hta9hta11* were divided into four groups (200–300 genes in each group) according to their DE and compared to the DE that they displayed in *hta9hta11/FLAG-HTA9_N* or *hta9hta11/FLAG-HTA9_RR*. In each case, the median (segment inside rectangle), upper and lower quartiles (boxes), and minimum and maximum value (whiskers) were indicated. *p* Value according to Wilcoxon test of significant differences between mutant and *hta9hta11/FLAG-HTA9_N* (*N*) or *hta9hta11/FLAG-HTA9_RR* (*RR*) were indicated; ns indicates no significant difference

Nevertheless, using our cut-off criteria, there were still a high number of genes commonly upregulated and downregulated in *hta9hta11* and *hta9hta11/FLAG-HTA9_N* or *hta9hta11/FLAG-HTA9_RR* (943 or 1200 upregulated, respectively, and 1041 or 880 downregulated, respectively; Supplementary Fig. 4c). However, when we compared the expression levels of the genes upregulated and downregulated in *hta9hta11* in different genotypes (Fig. 4d), we found that, in general, the expression levels of the upregulated genes in *hta9hta11/FLAG-HTA9_N* were more similar to WT than in *hta9hta11/FLAG-HTA9_RR*, while the expression levels of downregulated genes were partially recovered in the two lines. Therefore, to further investigate a possible change in the expression of the genes commonly misregulated in *hta9hta11* and *_N* or *_RR* lines (Supplementary Fig. 4c), we compared the differential expression (DE) relative to WT displayed by these genes in different genotypes (Supplementary Data 4). 

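Of the genes upregulated in hta9hta11, 555 were also upregulated in the N line and 713 in the RR line. Of the downregulated genes, 886 were also downregulated in the N line and 777 in the RR line. No gene upregulated in hta9hta11 was downregulated in a line, and of the downregulated genes 4 were upregulated in the N line and 10 in the RR line. With a pseudocount of 0.1 the commonly upregulated genes were 950 in the N line and 1280 in the RR line. Compared to WT, 1085 genes were upregulated and 1100 downregulated in the N line, and 1296 and 834 in the RR line.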

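The expression of the 917 genes upregulated in hta9hta11 was averaged within each sample on the log2(FPKM + 1) scale and set against the mean of WT. The mean difference from WT was 1.91 ± 0.06 in hta9hta11 (SD, n = 2), 1.47 ± 0.10 in the N line, and 1.78 ± 0.05 in the RR line. The replicates were at 1.39 and 1.54 in the N line and at 1.81 and 1.74 in the RR line, so both N samples were nearer to WT than both RR samples. The difference between the lines was -0.31, and an exact permutation test of 2 samples against 2 gave p = 0.333, the smallest two-sided p that this design allows. For the 1374 downregulated genes the mean difference from WT was -1.68 ± 0.07 in hta9hta11, -1.36 ± 0.05 in the N line, and -1.21 ± 0.09 in the RR line. All samples of the lines were nearer to WT than both hta9hta11 samples, but the genes were selected by their change in these hta9hta11 samples, which favours this order in any other genotype. Between the lines this mean differed by -0.15, with an exact permutation p of 0.333 as well. In atbmi1a/b weak, which holds no HTA9 transgene, the upregulated and downregulated genes had means of 1.28 ± 0.27 and -1.06 ± 0.12, nearer to WT than in either line. With nuclear genes only, chosen after seeing the data, the mean of the upregulated genes was 1.48 in the N line and 1.58 in the RR line, which lay 0.11 above the N line.

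**Figure D2:**
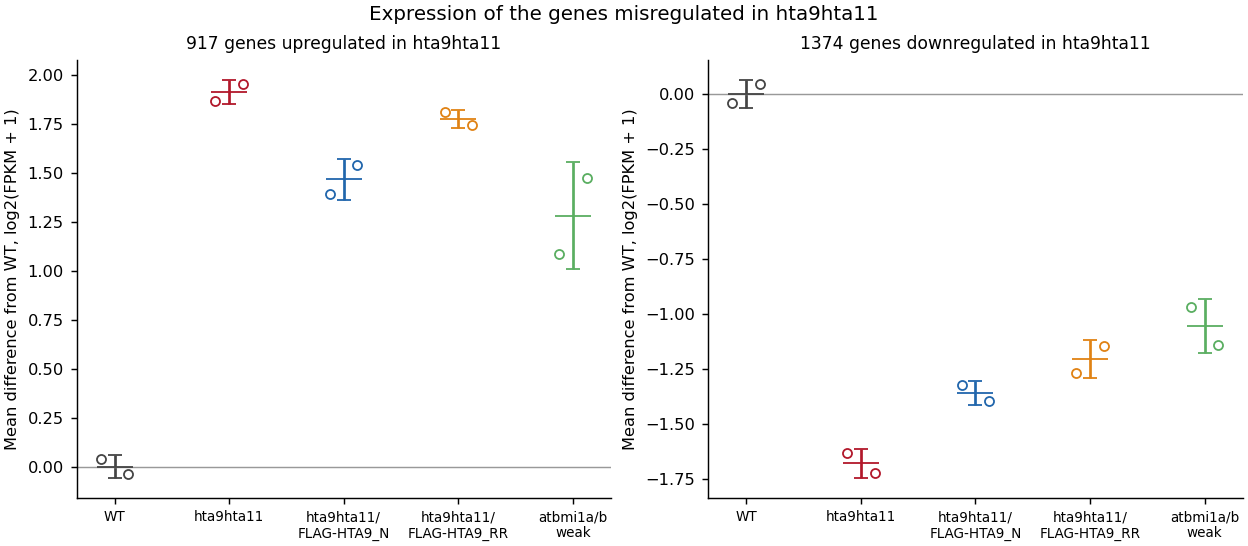
Mean difference from WT in log2(FPKM + 1) (vertical axes) of the 917 genes upregulated and the 1374 genes downregulated in hta9hta11, in the 5 genotypes. Open circles are the 2 replicates, horizontal bars are means, error bars are SD, and the grey line is the WT mean. For the upregulated genes the N line (1.47) is nearer to WT than the RR line (1.78), and for the downregulated genes both lines (-1.36 and -1.21) are nearer to WT than hta9hta11 (-1.68), in which the genes were selected.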

For this, we divided the commonly upregulated or downregulated genes in each comparison in four groups (200–300 genes in each group) according to their DE in *hta9hta11* and investigated their DE in *hta9hta11/FLAG-HTA9_N* or *hta9hta11/FLAG-HTA9_RR* (Fig. 4e). We found that the DE of downregulated genes was significantly reduced in both *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RR* compared to *hta9hta11*, showing a tendency to recover WT expression levels, which fitted with the expression levels of *FLC* found in these lines (Fig. 1g). However, the DE of upregulated genes was only significantly reduced in *hta9hta11/FLAG-HTA9_N*, as was the case of *FT* expression (Fig. 1f). 

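The change in DE was taken for each commonly downregulated gene as its log2-fold change against WT in the line minus that in hta9hta11, so that a positive change is a move toward WT. The median change was 0.07 in the N line over 886 genes (0.14 and 0.02 with each N replicate alone) and 0.21 in the RR line over 777 genes (0.19 and 0.24 with each RR replicate alone). A permutation of the signs of the changes across genes gave p = 1e-05 for both, the smallest that 100000 resamples can give. These p values are across genes, which are not independent replicates. In the groups with a DE in hta9hta11 of 3 or more, 3 to 2, 2 to 1.5, and 1.5 to 1 in size, the median change in the N line was 0.22 (71 genes), 0.17 (225 genes), 0.18 (228 genes), and -0.02 (362 genes). The last of these was not past the threshold (permutation p = 0.117) and the first had a permutation p of 0.000680. In the RR line the medians were 0.52 (69 genes), 0.34 (226 genes), 0.30 (212 genes), and 0.08 (270 genes). A shared gene had to stay past the thresholds in the line, which favours a negative change near a DE of 1 in size. With all genes downregulated in hta9hta11, whether or not they were past the thresholds in the line, the median change in the N line in the last group was 0.21 over 753 genes. When genes were grouped by their DE in the N line, the group of largest DE had a median change of -0.11 (53 genes, permutation p = 0.303).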

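For commonly upregulated genes a negative change in DE is a move toward WT. Over all 555 genes shared with the N line the median change was 0.15 (permutation of signs across genes, p = 2e-05; 0.10 and 0.17 with each N replicate alone), and over the 713 genes shared with the RR line it was -0.02 (permutation p = 0.115; -0.03 with each RR replicate alone). By group, the N line had a median change of -2.40 for the 111 genes with a DE in hta9hta11 of 3 or more (permutation p = 1e-05, the smallest possible), from a median DE of 4.44 in hta9hta11 to 2.28 in the line. In the groups 3 to 2, 2 to 1.5, and 1.5 to 1 it was 0.27 (86 genes, permutation p = 0.0137), 0.02 (120 genes, permutation p = 0.866), and 0.29 (238 genes, permutation p = 1e-05). The corresponding medians in the RR line were -0.84 (129 genes, permutation p = 1e-05), -0.12 (118 genes, permutation p = 0.00983), -0.05 (165 genes, permutation p = 0.0531), and 0.08 (301 genes, permutation p = 1e-05). The result depended on which genes were taken. A shared gene had to stay past the thresholds in the line, which favours a positive change, most of all near a DE of 1. With all 917 genes upregulated in hta9hta11, whatever their level in the line, the median change was -0.32 in the N line and -0.13 in the RR line (permutation p = 1e-05 for both). In the group 1.5 to 1 it was then -0.22 in the N line and -0.08 in the RR line. Those genes were selected in hta9hta11 alone, which favours a negative change. When genes were grouped by their DE in the N line, the group of largest DE had a median change of 0.95 (74 genes, permutation p = 4e-05). With nuclear genes only, chosen after seeing the data, the N line had 0.40 in the group of largest DE (31 genes, permutation p = 0.0927) and the RR line 0.09 (31 genes, permutation p = 0.0119), and over all nuclear genes shared with the RR line the median change was 0.05 (570 genes, permutation p = 2e-05).

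**Figure D3:**
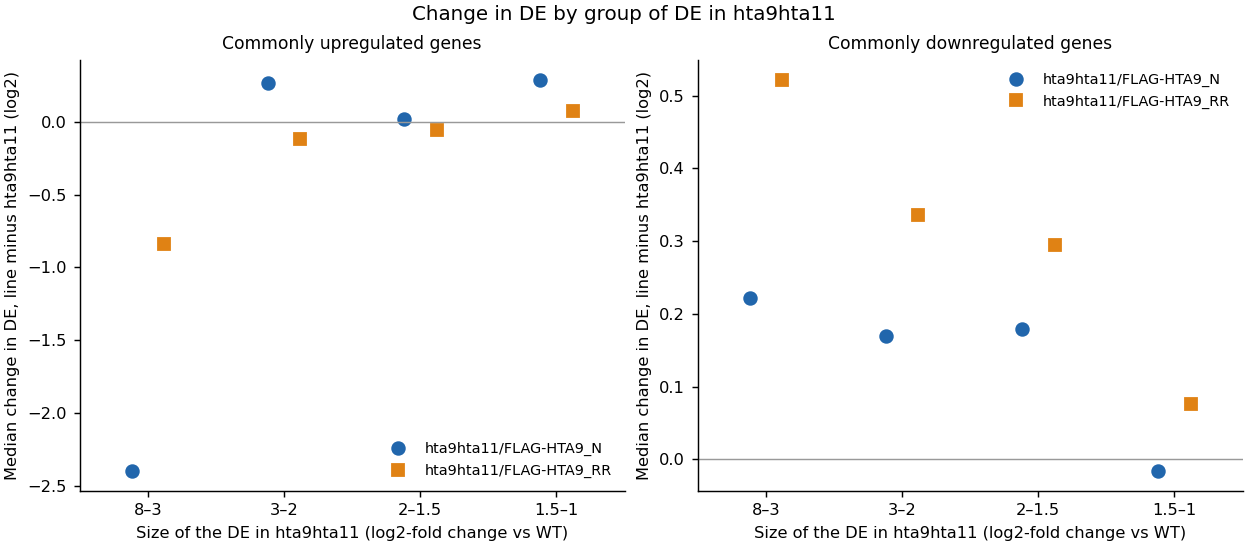
Median change in DE, line minus hta9hta11, in log2 units (vertical axes) of commonly upregulated and commonly downregulated genes, by the size of their DE in hta9hta11 (horizontal axes). Circles are the N line, squares the RR line, and the grey line is no change. The genes of largest DE changed by -2.40 in the N line and -0.84 in the RR line, and the downregulated genes by 0.22 and 0.52.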

The expression of *FT* has been recently shown to be directly modulated by H2A.Z deposition^33^. All together, these data not only argue for a repressive role of HTA9ub but also indicate that incorporation of either native or mutated HTA9 can mediate gene activation, which supports the dual role of H2A.Z in gene regulation^7,13^.

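Compared directly, 293 genes were lower and 89 were higher in the N line than in the RR line. After Benjamini-Hochberg adjustment of limma's p values 9 and 11 genes remained. Of the 293 genes, 69 were chloroplast or mitochondrial. With the replicate number from the labels as a block, 317 genes were lower and 89 higher in the N line, and same-numbered samples of the lines deviated together with a correlation across genes of 0.128. The paper reasons that more of the upregulated genes return to WT levels with native HTA9 than with the form in which both lysines are replaced, while downregulated genes recover in both lines. From all of its data on these lines, it argues for a repressive role of monoubiquitinated HTA9 and states that the incorporation of either form can mediate activation.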

### H2A.Z-mediated repression is independent of PRC2

Recent reports in plants and animals have showed that canonical H2A monoubiquitination is needed for H3K27me3 marking at a considerable number of genes^25,31,34–36^; however, there are also genes only marked with H2AK121ub^31,37^ or H3K27me3^31^. Also, H3K27me3 and H2A.Z in vertebrates have been shown to co-localize at bivalent genes in embryonic stem cells and that knockdown *h2a.z* mutants displayed decreased levels of H3K27me3^18,38^. Moreover, H2A.Zub has been proposed to modulate H3K27me3 deposition at bivalent genes^19^, whereas H2A.Z is absent from H3K27me3-enriched genes that are stably repressed^18^. Co-localization of H2A.Z and H3K27me3 has been also reported in plants at a subset of genes^39,40^ and a role of H2A.Z in modulating H3K27me3 marking has been proposed^14,39^. Therefore, we wondered whether H2A.Zub could be required for H3K27me3 marking. According to previous data^39^, we found that almost all H3K27me3 marked genes (H3K27me3_WT) in WT seedlings^31^ (Supplementary Data 1) were enriched in H2A.Z (Supplementary Fig. 5a), which was not surprising since H2A.Z was detected at 22,523 genes in WT seedling^32^ (Supplementary Data 1); however, when we analyzed the global levels of H3K27me3 in *hta9hta11* mutants, we did not find significant changes in mutant compared to WT (Fig. 5a). A similar result was obtained when analyzing the global levels of H3K27me3 in the SWR1C mutant *actin-related protein 6–10* (*arp6–10*)^4^ (Supplementary Fig. 5a). We then determined the percentage of genes enriched in H2A.Z and marked with H3K27me3 in WT (H2A.Z/H3K27me3_WT) that were upregulated in *hta9hta11* and *atbmi1a/b* weak mutants and enriched in H2A.Z in WT (to consider only H2A.Z direct target genes, Fig. 5b, left panel). In all, 36% of the upregulated genes (299 out of 825) were H3K27me3 marked, while the remaining 64% was not. 

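The list of H3K27me3 marked genes in WT could be read in part, for 1997 genes in the order of their identifiers, and the percentages were computed within that range. The restriction to H2A.Z-enriched genes was not applied. Of the genes upregulated in both hta9hta11 and atbmi1a/b weak, 123 were in the range and 31 of them were H3K27me3 marked (25.2%, 95% Wilson interval 18.4 to 33.5). Of the other tested genes in the range, 1231 of 6549 were marked (18.8%), and the difference was not past the threshold (odds ratio 1.46, two-sided Fisher's exact test, p = 0.0808). With a pseudocount of 0.1, 32.8% of 250 genes were marked (Fisher's exact test, p = 9.43e-08). Genes with an FPKM of at least 1 in at least 2 samples gave 26.4% of 125 genes (Fisher's exact test, p = 0.00154), and with only the groups compared in the fit the percentage was 26.9% of 108 genes (Fisher's exact test, p = 0.0463).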

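Of the 1374 genes downregulated in hta9hta11, 392 were in the range of the H3K27me3 list that could be read, and 74 of them were H3K27me3 marked (18.9%, 95% Wilson interval 15.3 to 23.0). Of the other tested genes in this range, 1188 of 6280 were marked (18.9%; odds ratio 0.997, two-sided Fisher's exact test, p = 1). With a pseudocount of 0.1 the percentage was 22.5% of 555 genes (Fisher's exact test, p = 0.0271), and with an FPKM of at least 1 in at least 2 samples it was 19.2% of 395 genes (Fisher's exact test, p = 0.0362). From these overlaps, the paper states that most of the H2A.Z-enriched genes with altered expression in hta9hta11 are not targets of PRC2.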

We also found little overlap between the H2A.Z/H3K27me3_WT genes and the genes downregulated in *hta9hta11* (Fig. 5b, right panel), indicating that most of the genes enriched in H2A.Z whose expression is altered in *hta9hta11* mutants are not PRC2 targets. To investigate whether the H2A.Z/H3K27me3_WT marked genes displayed altered levels of H3K27me3 in *hta9hta11* mutants, we selected three upregulated and three downregulated genes among the overlapping genes (Fig. 5b; Supplementary Fig. 5b) and analyzed their H3K27me3 levels by ChIP–quantitative polymerase chain reaction (qPCR); however, we did not find significant changes at any of these genes (Fig. 5c). Nevertheless, this result cannot rule out a possible role of H2A.Zub in modulating H3K27me3 deposition at other loci.

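The genes shown in Fig. 5c changed as follows in hta9hta11. ELIP2 (chromosome 4 of TAIR10.1, 8418242 to 8419325) rose from 2.90 ± 1.12 FPKM in WT (SD, n = 2) to 122 ± 12.0, a log2-fold change of 5.01 (standard error 0.26, adjusted p = 7.40e-05 from limma's moderated test). COL7 (AT1G73870; chromosome 1, 27778984 to 27780809) rose from 8.02 ± 2.43 to 37.8 ± 0.630 FPKM, a log2-fold change of 2.13 (standard error 0.60, adjusted p = 0.0491). LEA4-1 (AT1G32560; chromosome 1, 11774484 to 11775442) rose from 0.535 ± 0.222 to 2.03 ± 0.00797 FPKM, and its log2-fold change of 0.99 (standard error 0.20, adjusted p = 0.0159) was just under the threshold of 1. The pseudocount of 1 is larger than the FPKM of LEA4-1 in WT. GER3 (AT5G20630; chromosome 5, 6975029 to 6976036) fell from 354 ± 82.0 to 99.9 ± 1.37 FPKM, a log2-fold change of -1.79 (standard error 0.41, adjusted p = 0.0227). ZIP5 (AT1G05300; chromosome 1, 1544927 to 1547849) fell from 10.2 ± 0.184 to 1.29 ± 0.199 FPKM, a log2-fold change of -2.30 (standard error 0.17, adjusted p = 0.000300). ARP1 (AT3G54770; chromosome 3, 20273672 to 20276016) fell from 11.8 ± 0.237 to 5.54 ± 2.02 FPKM, a log2-fold change of -1.004 (standard error 0.40), past both thresholds but not below 0.05 after adjustment (adjusted p = 0.136).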

**Fig. 5:**
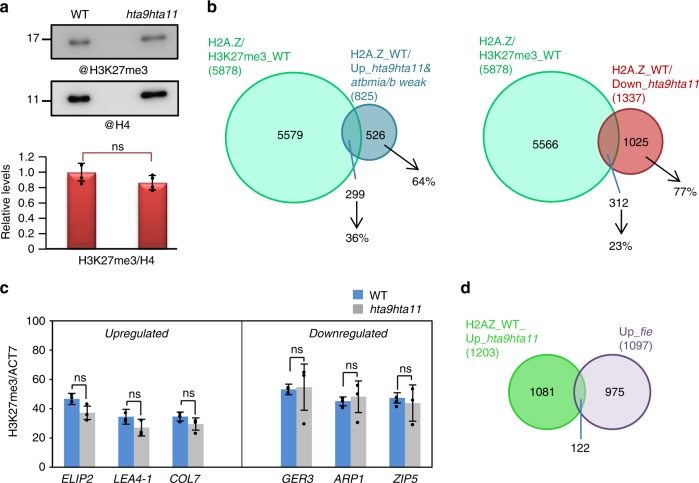
H2A.Zub repressive effect is independent of Polycomb Repressive Complex 2 activity. **a** Western blot showing global H3K27me3 levels in wild-type (WT) and *hta9hta11* mutants at 7 days after germination (DAG). The same blot was probed with anti-H4 antibody for loading control. Bottom bar chart shows quantification of H3K27me3 levels relative to H4. Error bars indicate standard deviation of *n* = 4 independent experiments. Data points are indicated in the bar charts. No significant (ns) differences between WT and *hta9hta11* were found according to Student’s *t* test. **b** Left panel, Venn diagram showing the percentage of upregulated genes in *hta9hta11* and *atbmi1a/b* weak that were enriched in H2A.Z and H3K27me3 marked in WT (H2A.Z/H3K27me3_WT) at 7 DAG. Right panel, Venn diagram showing the overlap between genes downregulated in *hta9hta11* and H2A.Z/H3K27me3_WT genes. **c** H3K27me3 levels analyzed by chromatin immunoprecipitation–quantitative polymerase chain reaction at ATG surrounding region of several upregulated and downregulated genes in *hta9hta11* that were H2A.Z/H3K27me3_WT (genes from overlaps of **b**). The levels were normalized to *ACTIN7* (*ACT7*). Error bars indicate standard deviation of *n* = 3 biological replicates. Data points are indicated in the bar charts. No significant (ns) differences between WT and *hta9hta11* were found according to Student’s *t* test. **d** Venn diagram showing the overlap between the H2A.Z-enriched genes that are upregulated in *hta9hta11* and the ones upregulated in *fie* mutants. Source data of Fig. 5a, c are provided as a Source Data file

We next wondered whether the combined action of H2A.Zub and H3K27me3 is required to regulate the expression of H2A.Z/H3K27me3_WT genes. Therefore, we compared the genes upregulated in the PRC2 mutant *fertilization independent endosperm* (*fie*), in which H3K27me3 deposition is abolished genome wide^28^, and in *hta9hta11*, but we found that only a 10% of the genes in each set overlapped in this comparison (Fig. 5d). Therefore, considering that most of the upregulated genes in *hta9hta11* and enriched in H2A.Z in WT were not marked with H3K27me3 in WT (64%), and the little overlap found between the upregulated genes in *hta9hta11* and *fie* mutants, it seems that, despite H2A.Z may co-localize with H3K27me3 at a subset of targets and may modulate the H3K27me3 levels, the transcriptional-repressive effect of H2A.Zub is not dependent on PRC2 activity.

### H2A.Z levels at genes depends on transcriptional activity

The incorporation of H2A.Z along genes has been proposed to have a repressive role in transcription^7,13^. In line with this, we found a negative correlation between gene expression levels and H2A.Z enrichment along genes (Fig. 3b); Moreover, the genes that became upregulated in *hta9hta11* and *atbmi1a/b* weak were enriched in H2A.Z in WT seedlings compared to those that become downregulated in *hta9hta11* (Fig. 3c). However, according to expression analyses in *hta9hta11*, *hta9hta11/FLAG-HTA9_N*, and *hta9hta11/FLAG-HTA9_RR* plants, the number of upregulated genes in *hta9hta11* that recovered their WT-like expression levels was much higher when FLAG-HTA9_N was introduced than when FLAG-HTA9_RR was. Therefore, we wondered whether the incorporation of H2A.Z was indeed an active mechanism to repress transcription or a consequence of gene activity. 

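The recovery of the genes upregulated in hta9hta11 was also examined in the direct comparison of the lines. Of these 917 genes, 111 were lower in the N line than in the RR line past both thresholds, and 31 were higher. The genes that were lower in the N line were 12.1%, against 1.24% of all tested genes (odds ratio 17.1, two-sided Fisher's exact test, p = 6.59e-80, over genes, which are not independent), and those that were higher were 3.38%, against 0.377% (odds ratio 13.7, two-sided Fisher's exact test, p = 1.09e-21). Of the 111 lower genes, 69 were chloroplast or mitochondrial. Among the 755 nuclear genes upregulated in hta9hta11, 42 were lower in the N line than in the RR line and 31 were higher. The share that was lower was 5.56%, against 0.956% of all nuclear genes tested (odds ratio 7.28, two-sided Fisher's exact test, p = 1.74e-20), and the share that was higher was 4.11%, against 0.380% (odds ratio 16.7, two-sided Fisher's exact test, p = 4.54e-24). The upregulated genes were thus enriched among the genes that differ between the lines in both directions. HTA9 itself had 195 ± 31.5 FPKM in the N line and 129 ± 23.6 in the RR line (SD, n = 2). Its log2-fold change of 0.60 was not beyond 1, with an unadjusted p of 0.00920 and an adjusted p of 0.316 from limma's moderated test.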

To evaluate this, we checked whether the two HTA9 variants (FLAG-HTA9_N and FLAG-HTA9_RR) were similarly incorporated into genes whose expression is recovered or partially recovered in one or in the two lines (Fig. 6a). We selected two well-known H2A.Z targets, *FLC* and *HEAT SHOCK PROTEIN 70* (*HSP70*), in which the incorporation of H2A.Z has been shown to have a promoting and a repressive effect in transcription, respectively^2,4,6,8,41^. Consistent with this, WT-like expression levels of *FLC* were recovered in both lines (Fig. 1g), while *HSP70* WT levels were recovered only in *hta9hta11/FLAG-HTA9_N* (Supplementary Fig. 4a). 

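HSP70 (AT3G12580; chromosome 3 of TAIR10.1, 3991117 to 3993886) had 12.3 ± 0.674 FPKM in WT (SD, n = 2), 28.9 ± 0.301 in hta9hta11, 16.5 ± 0.504 in the N line, and 29.9 ± 3.55 in the RR line. The values of the replicates did not overlap between WT and hta9hta11 or between the N and RR lines. The log2-fold change was 1.17 in hta9hta11 compared to WT (standard error 0.98, adjusted p = 0.486), 0.39 in the N line compared to WT, and 1.21 in the RR line compared to WT (adjusted p = 0.867 and 0.500, respectively). None of these passed the p value threshold of limma's moderated test. The atbmi1a/b weak replicates, with 191 and 12.7 FPKM, are in the same fit and enter its estimate of the spread. Compared to hta9hta11, the change was -0.77 in the N line (adjusted p = 0.918) and 0.04 in the RR line (adjusted p = 1.00), and with quantile normalization the latter was -0.06.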

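ELIP2 had 122 ± 12.0 FPKM in hta9hta11 (SD, n = 2) and 2.90 ± 1.12 in WT. It had 99.5 ± 23.4 in the N line and 203 ± 14.4 in the RR line. Its log2-fold change against WT was 5.01 in hta9hta11, 4.70 in the N line, and 5.73 in the RR line, and it was lower in the N line than in the RR line (a log2-fold change of -1.04, standard error 0.26), past both thresholds but not below 0.05 after adjustment (adjusted p = 0.259 from limma's moderated test). ZIP5 had log2-fold changes against WT of -2.30 in hta9hta11, -2.31 in the N line, and -2.14 in the RR line, with adjusted p values of 0.000300, 0.000244, and 0.000456. FBA2 (AT4G38970; chromosome 4 of TAIR10.1, 18163496 to 18166008) had 1433 ± 184 FPKM in WT and 1814 ± 70.5 in hta9hta11, a log2-fold change of 0.34 (standard error 0.26, adjusted p = 0.435). ACT7 (AT5G09810; chromosome 5, 3052062 to 3054691) had 301 ± 25.3 FPKM in WT and 199.5 ± 18.3 in hta9hta11, a log2-fold change of -0.59 (standard error 0.18, adjusted p = 0.0591).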

We included in the analysis other genes whose expression was upregulated (*EARLY LIGHT-INDUCED PROTEIN 2* (*ELIP2*)) or downregulated (*ZINC TRANSPORTER 5* (*ZIP5*); *FRUCTOSE-BISPHOSPHATE ALDOLASE 2* (*FBA2*)) to different extents in *hta9hta11* and also *ACTIN 7* (*ACT7*) as a negative control for H2A.Z incorporation (Fig. 6a). We found that FLAG-HTA9_N and FLAG-HTA9_RR were similarly incorporated at the chromatin of these genes and that, despite the levels of HTA9 did not reach WT levels at some of the investigated regions, the levels of HTA9 in both lines were significantly higher than in *hta9hta11*, suggesting that H2A.Z monoubiquitination, more than H2A.Z incorporation, is what is decisive for H2A.Z-mediated repression.

**Fig. 6:**
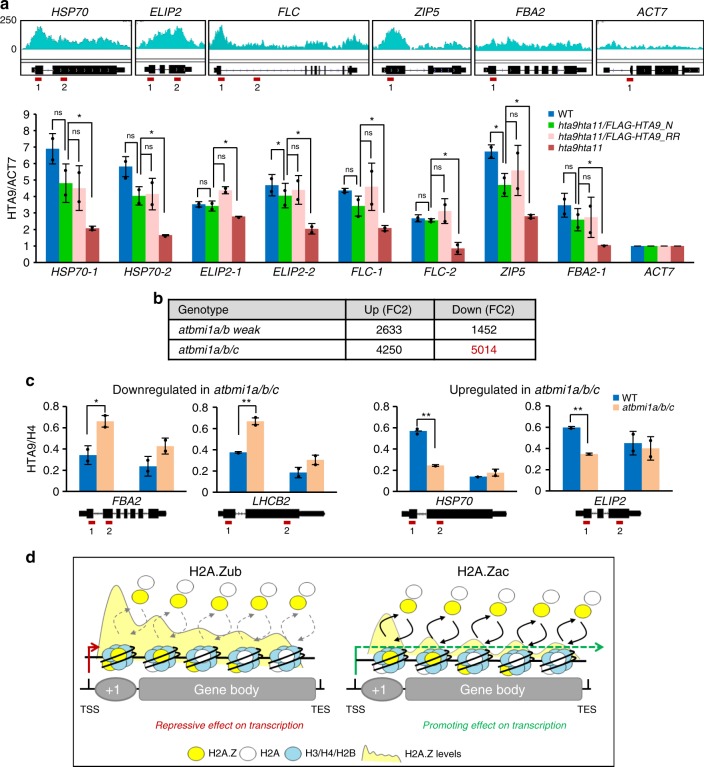
H2A.Zub more than H2A.Z incorporation is required for repression. **a** HTA9 levels analyzed by chromatin immunoprecipitation–quantitative polymerase chain reaction (ChIP-qPCR) at different genes in wild-type (WT), *hta9hta11/FLAG-HTA9_N*, *hta9hta11/FLAG-HTA9_RR* and *hta9hta11* plants at 7 days after germination (DAG). Browser views of H2A.Z levels in WT at the selected genes and schematic representation of each gene with red lines indicating the position of amplified regions are shown. HTA9 levels were normalized to *ACT7*. Error bars indicate standard deviation of *n* = 2 biological replicates. Data points are indicated in the bar charts. Significant differences as determined by Student’s *t* test are indicated (*P < 0.05; ns, not significant). **b** Number of genes upregulated and downregulated determined by RNA-seq in *atbmi1a/b* weak and *atbmi1a/b/c* compared to WT seedlings at 7 DAG. Downregulated genes in *atbmi1a/b/c* are highlighted in red. **c** HTA9 levels analyzed by ChIP-qPCR at two downregulated and two upregulated genes in *atbmi1a/b/c* (Supplementary Fig. 6b, c). A schematic representation of the genes is included indicating the position of amplified regions (red lines). HTA9 levels were normalized to H4 levels. Error bars indicate standard deviation of *n* = 2 biological replicates. Data points are indicated in the bar charts. Significant differences as determined by Student’s *t* test are indicated (*P < 0.05; **P < 0.01). **d** Proposed model for H2A.Z-mediated gene regulation in which monoubiquitination of H2A.Z is required for transcriptional repression (left) and acetylation of H2A.Z for transcriptional activation, while H2A.Z levels along the genes are consequence of the transcriptional activity, where transcriptional repression leads to accumulation of H2A.Z (left) and active transcription to decreased levels of H2A.Z (right). Source data of Fig. 6a, c are provided as a Source Data file

Interestingly, we noticed that HTA9 levels were significantly increased in *atbmi1a/b/c* compared to WT (Figs. 2a, d and 3e), even considering the monoubiquitinated fraction included. *atbmi1a/b* weak and *atbmi1a/b/c* mutants displayed a very high number of upregulated genes (Fig. 6b; Supplementary Data 2, and Supplementary Data 5), which is consistent with a loss of PRC1 repression. However, unlike *atbmi1a/b* weak mutant, *atbmi1a/b/c* mutant showed a higher number of downregulated genes than upregulated (Fig. 6b; Supplementary Data 2, and Supplementary Data 5), which might be a consequence of the lack of tissue-specific activating factors required for the expression of these genes in this embryo-like mutant, as most of these genes are properly expressed in *atbmi1a/b* weak mutant (Supplementary Fig. 6a). 

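In atbmi1a/b weak, 1552 genes were upregulated and 1036 downregulated compared to WT, and 1245 and 865 of them had an adjusted p below 0.05 in limma's moderated test. With a pseudocount of 0.1, 2600 genes were upregulated. The replicates of this genotype differed more than those of the others, and leaving out each sample in turn gave 1532 to 2824 genes with a log2-fold change above 1 and 1046 to 1954 below -1, without a test. With the replicate number from the labels as a block, 1584 genes were upregulated and 1026 downregulated, and the deviations of same-numbered WT and atbmi1a/b weak samples had a correlation of -0.000696. The largest rises were those of LHY, with a log2-fold change of 6.32 (standard error 0.63, adjusted p = 0.000731), and SESA3, with 6.28 (standard error 1.04, adjusted p = 0.00653). LHY, a clock gene, rose in every genotype compared to WT, so a harvest of WT at another time of day is not excluded as the cause. SESA3 had 667 and 41.3 FPKM in the atbmi1a/b weak replicates and 1.17 ± 0.180 in WT (SD, n = 2). The largest falls were those of AT1G70820, with -5.18 (standard error 0.19, adjusted p = 1.80e-05), and CCL (AT3G26740), with -5.17 (standard error 0.59, adjusted p = 0.00135). The atbmi1a/b/c mutant was not analyzed here.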

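Of the genes shown in Fig. 6c, FBA2 had 1479 ± 589 FPKM in atbmi1a/b weak (SD, n = 2) and 1433 ± 184 in WT, a log2-fold change of -0.01 (standard error 0.26, adjusted p = 0.990 from limma's moderated test). LHCB2.1, LHCB2.2, and LHCB2.3 are similar genes, so the counting of reads can split them and their values are uncertain. The log2-fold changes were -0.56 for LHCB2.1 (AT2G05100; adjusted p = 0.268), -0.05 for LHCB2.2 (AT2G05070; adjusted p = 0.865), and 0.12 for LHCB2.3 (AT3G27690; adjusted p = 0.760). For FBA2 and each LHCB2 gene the sign changed in at least 1 of the fits that left out a replicate. With quantile normalization the log2-fold changes of FBA2, LHCB2.2, and LHCB2.3 were 0.28, 0.51, and -0.06. ELIP2 had 224 ± 49.6 FPKM against 2.90 ± 1.12 in WT, a log2-fold change of 5.86 (standard error 0.26, adjusted p = 2.94e-05). HSP70 had 191 and 12.7 FPKM in the atbmi1a/b weak replicates and 12.8 and 11.8 in WT, a log2-fold change of 1.95 (standard error 0.98, adjusted p = 0.204). The values of atbmi1a/b/c were not analyzed here.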

We compared the levels of HTA9 in *atbmi1a/b/c* and WT at two genes that became repressed in *atbmi1a/b/c* but not in *atbmi1a/b* weak mutant and at two genes that became upregulated in both *atbmi1* mutants (Supplementary Fig. 6b, c). We found that the levels of HTA9 were significantly increased at the repressed genes in *atbmi1a/b/c* (Fig. 6c, left) while decreased at genes that became upregulated (Fig. 6c, right). Therefore, the high number of downregulated genes in *atbmi1a/b/c* might explain the globally increased levels of HTA9 in mutant compared to WT. Furthermore, this result supports the hypothesis that the accumulation of H2A.Z at genes depends on their transcriptional activity, as HTA9 is incorporated to a higher extent at those genes that could not be properly activated in *atbmi1a/b/c*.

## Discussion

H2A.Z enrichment at the +1 nucleosome has been proposed to be required for both transcriptional repression and activation, while its presence in nucleosomes further within gene bodies has been related with transcriptional repression^7,13,14^. However, we found that H2A.Z monoubiquitination plays an important role in the transcriptional repression mediated by this histone variant, emerging as a key factor to understand H2A.Z function in gene regulation.

Complementation of *hta9hta11* mutants with a HTA9 form susceptible for monoubiquitination was able to recover or partially recover WT expression levels of most of the genes upregulated in *hta9hta11*, while this effect was much lower when *hta9hta11* was complemented with a HTA9 form unable to be monoubiquitinated. The partially rescued expression levels of upregulated genes in *hta9hta11/FLAG-HTA9_N* might be a consequence of the FLAG-tag fusion at the N-terminal, which might be interfering to some extent with the proper incorporation of this variant into chromatin. We showed that H2A.Z monoubiquitination is mediated by PRC1. Loss-of-function of AtBMI1 proteins led to reduced levels of both HTA9 and H2A monoubiquitination; accordingly, the upregulated genes in *hta9hta11* mutants represented a subset of the ones upregulated in *atbmi1* mutants. Although we could not determine the localization pattern of H2A.Zub at target genes due to the lack of specific antibodies, the incorporation of one ubiquitin at the C-terminal region of H2A.Z, either at +1 nucleosome region or at any location within gene body, might change its biochemical properties leading to an increase in nucleosome stability that impedes transcription. Alternatively, H2A.Zub might interact with specific chromatin-associated proteins that affect gene expression as has been proposed before^19^.

Our findings also confirmed a dual role of H2A.Z in transcriptional regulation^7^, as the incorporation of either FLAG-HTA9_N or FLAG-HTA9_RR into chromatin was able to restore or partially restore WT expression levels of most of the genes downregulated in *hta9hta11*. In other organism, H2A.Z acetylation at +1 nucleosome region has been shown to play an activating role in transcription^42^. Interestingly, a recent report showed that the two Arabidopsis homologs of yeast Yaf9 are required to activate *FLC* expression through H2A.Z acetylation^41^. In yeast, Yaf9 is a subunit shared by SWR1 and NuA4 complexes, which mediate the deposition of H2A.Z and the acetylation of histone H4, H2A, and H2A.Z, respectively^43^. Loss of YAF9A and YAF9B function causes reduced levels of H2A.Z acetylation at +1 nucleosome region of *FLC*, while H2A.Z deposition is not altered^41^. According to this, H2A.Z acetylation seems to be required for gene activation in Arabidopsis. H2A.Z can be acetylated at several N-terminal lysines^42^. We found that both *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RR* displayed partially rescued expression levels of many of the downregulated genes in *hta9hta11*. It might be possible that the FLAG-tag at the N-terminal hinders the action of the acetylation machinery. An intriguing possibility could be that the dual role of H2A.Z in regulating gene expression depends on the type of modification that it carries at +1 nucleosome region.

Our data in addition indicated that the transcriptional repressive effect of H2A.Z is not dependent on H3K27me3 as most of the upregulated genes in *hta9hta11* were not marked with H3K27me3 in WT and loss of PRC2 activity did not lead to the upregulation of the same subset of genes than the loss of H2A.Z. Previous reports have showed that the SWR1C mutants *pie1* and *arp6* displayed genome-wide altered levels of H3K27me3^14,39^, suggesting that H2A.Z has a role in promoting H3K27me3 marking. This is in agreement with several data obtained in animal embryonic stem cells when analyzing H3K27me3 levels in H2A.Z knockdown mutants^38,44^. Furthermore, H2A.Zub has been proposed to participate in maintaining H3K27me3 levels at bivalent chromatin in embryonic stem cells^19^. However, H2A.Z and H3K27me3 are enriched at a distinct set of genes in differentiated cells^18,44^, therefore, it is not likely that H2A.Z affects H3K27me3 levels after differentiation. We did not find significant changes in the global levels of H3K27me3 in *hta9hta11* compared to WT or at selected genes; however, our results cannot rule out a possible role of H2A.Z in modulating H3K27me3 deposition at other loci. Nonetheless, it is worth noticing that *pie1* mutants do not fully phenocopy seedlings severely depleted in H2A.Z^2,5^, indicating that PIE1 have additional roles beyond H2A.Z deposition^2,5^ that might affect H3K27me3 levels; In addition, *arp6* displayed altered levels of H3K27me3 and H3K4me3 and altered nucleosome occupancy^14^, indicating that the loss of H2A.Z broadly impact chromatin organization.

On the other hand, loss of CURLY LEAF (CLF) function, which is one of the PRC2 H3K27 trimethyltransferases in Arabidopsis^45^, led to strongly reduced levels of H2A.Z; however, this decrease was not correlated to the loss of H3K27me3, as it occurred even at genes that were not marked with H3K27me3^39^. According to all these data, it might be possible that these chromatin marks reinforce each other effect when co-localizing, but also that the altered levels of one mark indirectly impact the levels of the other mark, especially when the transcriptional activity of the gene change.

In any case, while the number of genes commonly upregulated in loss of H2A.Z and PRC1 mutants clearly suggests a direct connection between H2A.Z regulation and PRC1 activity, the small number of commonly upregulated genes in *hta9hta11* or *pie1* and *fie* or *clf* mutants (our data and ref. ^39^) suggests that H3K27me3, although may have a reinforcing effect, is dispensable for H2A.Z-mediated repression. In agreement with this, a recent report showed that, despite the transcriptional activation of anthocyanin biosynthesis genes in loss of H2A.Z mutants is associated with reduced levels of H2A.Z and H3K27me3, the reduced levels of H3K27me3 are not associated with changes in the expression of these genes^46^, supporting a central role of H2A.Z in the transcriptional repression of these genes.

Interestingly, despite FLAG-HTA9_N and FLAG-HTA9_RR being similarly incorporated into *hta9hta11* chromatin, the transcriptional repressive effect of H2A.Z was significantly recovered only when FLAG-HTA9_N was incorporated, supporting that H2A.Z monoubiquitination, more than H2A.Z incorporation, is what is decisive for H2A.Z-mediated repression. In addition, our results support that the different levels of H2A.Z found at repressed and activated genes are consequence of the transcriptional activity, which is in agreement with recent results in animals^47^. Nonetheless, besides transcriptional regulation, H2A.Z is involved in other processes such as DNA repair and somatic homologous recombination^8^, thus it might be possible that the incorporation and/or distribution of this histone variant follow different rules depending on the process in which is involved.

In summary, based on our and other recent findings we propose a model in which H2A.Z monoubiquitination plays a crucial role in transcriptional repression and, most probably, H2A.Z acetylation in transcriptional activation, while the different levels of H2A.Z along the genes may be a consequence of gene activity rather than an active mechanism to establish repression (Fig. 6d).

## Methods

### Plant material and culture conditions

*Arabidopsis thaliana* Col-0 wild type (WT), *hta9–1hta11–2* (*hta9hta11*)^2^, *atbmi1a/b/c*^25^, *atbmi1a/b* weak^21^ mutants and transgenic plants harboring the different constructs were grown under long day conditions (16 h light and 8 h dark) at 21 °C on MS agar plates containing 1.5% sucrose and 0.8% agar for 7 days. MS agar plates were supplemented with hygromycin (20 µg ml^−1^) for selection of transgenic plants.

### Transgenic plants

*Arabidopsis* native (*N*) or mutated *HTA9* cDNA, in which K129 or both K129 and K132 were replaced by arginine (R), (*RK* and *RR*, respectively), was N-terminally epitope tagged with FLAG and introduced into a modified pCAMBIA 1302 vector (pCAMBIA 130 N)^48^ under the control of the *CaMV35s* promoter. 

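In TAIR10.1, HTA9 (AT1G52740) lies on the forward strand of chromosome 1 from 19645236 to 19646485 in 2 exons, 19645236 to 19645516 and 19645925 to 19646485. Its coding sequence has 405 bases, with the stop codon, and the protein has 134 residues. The 7 C-terminal residues INKSAKE start at residue 128 when the first methionine is counted. They are encoded by ATCAACAAATCCGCCAAGGAATAG, stop codon included, at 19646198 to 19646221 in exon 2. When the first methionine is not counted, as is usual for histones, residue 129 is a lysine encoded by AAA at 19646204 to 19646206 and residue 132 is a lysine encoded by AAG at 19646213 to 19646215. The deposited FPKM values hold no reads, so the replaced codons were not examined in the RR line. HTA9 had 195 ± 31.5 FPKM in the N line and 129 ± 23.6 in the RR line (SD, n = 2).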

For the incorporation of the FLAG-tag and C-terminal mutations, we designed specific primers that are indicated in Supplementary Table 1. The constructs were introduced into *Agrobacterium* strain GV3101 by the freeze–thaw method^49^ and subsequently transformed into WT, *hta9hta11*, and *atbmi1a/b/c+/*− mutant plants by the floral-dip method^50^.

### Gene expression analysis

Total RNA was extracted from 10 seedlings at 12 DAG using the RNeasy Plant Mini Kit (Qiagen) and on-column DNase treatment (Qiagen) was performed to remove any DNA contamination. cDNAs were reverse-transcribed from total RNAs with the QuantiTect Reverse Transcription Kit (Qiagen). For reverse transcription–PCR analyses, *ACTIN2* was used as endogenous control. Primers used are specified in Supplementary Table 1.

### Protein immunoprecipitation (IP)

One gram of WT, *hta9hta11*/*FLAG-HTA9_N*, or *hta9hta11*/*FLAG-HTA9_RR* seedlings at 7 DAG was collected and fixed in 1% Formaldehyde. Fixed chromatin was extracted and fragmented using a Bioruptor® Pico (Diagenode) in fragments of 200–500 bp. Disrupted chromatin was resuspended in IP buffer (20 mM Tris–HCl pH 8, 150 mM NaCl, 2.5 mM EDTA, 0.5% Triton X-100, and Roche protease inhibitors) and incubated with anti-H3 antibody (abcam, ab1791, 1:300) or anti-HTA9 antibody (agrisera AS10 718, 1:100) at 4 °C overnight with gentle rocking. Protein A magnetic beads (Diagenode kch-802–660) were added and incubated for 4 h at 4 °C with gentle rocking to collect immunocomplexes. After 3–4 washes with IP buffer, immunocomplexes were eluted in Laemmli buffer and boiled for 10 min to analyze by WB.

### Histone extraction

Nuclei from 1 g of 7 day-old seedlings were extracted and treated overnight with 0.4 N H_2_SO_4_ to obtain a histone-enriched extract. The extracted proteins were precipitated with 20% trichloroacetic acid and then washed 3 times with acetone, air-dried, and re-suspended in urea 3 M. Laemmli buffer was added to the samples and boiled for 10 min to analyze by WB.

### Western blot

Proteins were separated on 15% sodium dodecyl sulfate-polyacrylamide gel electrophoresis gel and transferred to a polyvinylidene difluoride membrane (Immobilon-P Transfer membrane, Millipore) by semi-dry blotting in 25 mM Tris–HCl, 192 mM glycine, and 10% methanol. The following primary antibodies were used: anti-HTA9 (agrisera AS10 718, 1:1000), anti-H4 (Abcam ab10158, 1:1000), anti-H3K27me3 (Diagenode, C15410069, 1:1000) anti-AtH2AK121ub (generated in the laboratory^25^, 1:2000), and anti-ubiquitin (Santa Cruz sc-8017, 1:1000); horseradish peroxidase-conjugated goat anti-rabbit (Sigma-Aldrich, A0545) and rabbit anti-mouse (Sigma A9044) were used as secondary antibodies at 1/10,000 and 1/20,000 dilutions, respectively. Chemiluminescence detection was performed with ECL Prime Western Blotting Detection Reagent (GE Healthcare Life Sciences) following the manufacturer’s instructions.

### RNA-seq and RNA-seq data analysis

RNA-seq was performed in two biological replicates for WT, *atbmi1a/b* weak, *hta9hta11*, *hta9hta11/FLAG-HTA9_N*, and *hta9hta11/FLAG-HTA9_RR* at 7 DAG. The Qiagen RNAeasy Mini Kit was used for RNA extraction following the manufacturer’s instructions. RNA concentration and purity were tested using nanodrop photometric quantification (Thermo Scientific). The TruSeq RNA Sample Prep Kit v2 Illumina was used for library preparation following the manufacturer’s recommendations. Sequencing of RNA libraries was carried out with the Illumina HiSeq 2500 sequencer, yielding an average of approximately 35–40 million 100-nucleotide-long paired-end reads for each sample. The high quality of each sample was verified using the software package FASTQC. Read mapping to the *A. thaliana* TAIR10 reference genome and transcript assembly were performed with the software tools HISAT2 and StringTie^51^. The number of genes scored as present in at least one of our samples was 23,486, representing around 70% of Arabidopsis nuclear genes. 

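The deposited FPKM values cover 23698 genes, of which 23487 are nuclear, 133 chloroplast, and 78 mitochondrial genes by their identifiers. In total, 60 of the listed genes had an FPKM of 0 in every sample. An FPKM above 0 in at least 1 sample was found for 23638 genes, 23427 of which are nuclear. A locus tag in the TAIR10.1 annotation was found for 23384 of the listed genes.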

DEGs were selected using the Bioconductor R packages Ballgown^51^ and LIMMA^52^. Gene expression was measured in FPKM (fragments per kilobase of exon and million mapped reads). DEGs were selected according to a log2-fold change cut-off >|1| in the different comparisons and a *p* value <0.05 according to a moderated *t* test.

### ChIP-seq data analysis

ChIP-seq data for the localization of H3K27me3 and H2AK121ub in WT seedlings at 7 DAG were generated and analyzed previously (accession number GSE89358)^31^. For H2A.Z localization in WT seedlings at 10 DAG, we used previously published data (accession number GSE96834)^32^.

Read mapping to the TAIR10 reference genome was performed using bowtie^53^ and peak calling was carried out with the software package MACS2^54^. All nuclear genes were included in the analysis. Metagene plots were generated with a custom R script based on the R Bioconductor package ChIPeakAnno^55^ and *A thaliana* genome database R package, TxDb.Athaliana.Biomart.plantsmart28^56^. Processing of the BAM files were performed using the software package BEDTools^57^ to obtain RPKM (reads per kilo base per million mapped reads) normalized data.

### ChIP-qPCR

ChIP experiments were performed on 1 g of 7-day-old whole seedlings fixed in 1% Formaldehyde. Chromatin was extracted from fixed tissue and fragmented using a Bioruptor® Pico (Diagenode) in fragments of 200–500 bp. The sheared chromatin was immunoprecipitated overnight using the following antibodies and dilutions: Anti-H3K27me3 (Diagenode, C15410069, 1:300), anti-HTA9 (agrisera AS10 718, 1:100) or anti-H4 (Abcam ab10158, 1:300). Immunocomplexes were captures using Protein A Sepharose beads CL-4B (GE Healthcare). After washing the Protein-A beads, chromatin was eluted and the crosslinking was reversed overnight at 65 °C. The DNA from the immunoprecipitated chromatin was treated with RNase and proteinase K and purified by phenol–chloroform extraction followed by ethanol precipitation. For ChIP-qPCR, amplification was performed using the SensiFAST™ SYBR® & Fluorescein Kit (Bioline) and iQ5 Biorad system. Results are given as the percentage of input normalized to *ACTIN7* or Histone H4. qPCR data are shown as the means of two to four biological replicates. Primers used for ChIP-qPCR are listed in Supplementary Table 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Source Data

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The data sets generated and analyzed during the current study are available from the corresponding author upon request. RNA-seq data sets generated in this study have been deposited in the Gene Expression Omnibus and are available under accession number GSE117969. The source data underlying Figs. 1a, c, e–g, 2a–d, 3e, 5a, c and 6a, c, as well as Supplementary Figs. 1b, 2a, b, 3b and 5a, are provided as a Source Data file.

# Supplementary material for: The repressive role of Arabidopsis H2A.Z in transcriptional regulation depends on AtBMI1 activity
**Source:** Nat Commun. 2019 Jun 27;10:2828. doi: 10.1038/s41467-019-10773-1
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1
Description: H2A.Z enriched, H3K27me3 marked and H2AK121ub marked genes in WT seedlings

File Name: Supplementary Data 2
Description: Misregulated genes in *hta9hta11*, *atbmi1a/b* weak, *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RR* compared to WT at 7 DAG

File Name: Supplementary Data 3
Description: Misregulated genes in *hta9hta11/FLAG-HTA9_N* and *hta9hta11/FLAG-HTA9_RR* compared to *hta9hta11* at 7 DAG

File Name: Supplementary Data 4
Description: Expression levels of the genes commonly misregulated in *hta9hta11* and *hta9hta11/FLAG-HTA9_N* or *hta9hta11/FLAG-HTA9_RR*

File Name: Supplementary Data 5
Description: Misregulated genes in *atbmi1a/b/c* compared to WT at 7 DAG

How the deposited data were processed for this re-analysis (not part of the article)

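RNA from seedlings at 7 DAG was sequenced in 2 biological replicates of each of 5 genotypes, WT, hta9hta11, hta9hta11/FLAG-HTA9_N (the N line), hta9hta11/FLAG-HTA9_RR (the RR line), and atbmi1a/b weak. The authors mapped the paired reads to TAIR10 with HISAT2, assembled and quantified transcripts with StringTie, and deposited 1 table per sample with the FPKM of each gene, so the values are already scaled for gene length and for the number of mapped reads. The paper's text names Ballgown and LIMMA for the test of differential expression, and gives no version, pseudocount, or filter on low values. Conditions and replicate numbers were taken from the sample labels, which match the genotypes of the paper.

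The deposited FPKM values of 23698 genes were taken as log2(FPKM + 1) for the 23638 genes with an FPKM above 0 in at least 1 sample, with no further normalization. A linear model with 1 mean per genotype was fitted to all 10 samples with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with a constant prior variance). Each gene has 1 standard error for all contrasts of this fit. The spread of the atbmi1a/b weak replicates thus enters contrasts that leave that genotype out. Genes with a log2-fold change beyond 1 in size and an unadjusted p value below 0.05 from limma's moderated test were called misregulated, as in the paper, and Benjamini-Hochberg adjusted p values are from the same test within each contrast. A fold change on this scale understates the change of genes with a low FPKM. An FPKM of exactly 0 means only that a gene is listed at 0. The comparisons made were each genotype with WT, each line with hta9hta11, and the N line with the RR line.

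Overlaps between lists were tested with two-sided Fisher's exact tests over the tested genes, and percentages have 95% Wilson intervals. Means of 2 samples against 2 were compared with a two-sided exact permutation test, whose smallest possible p is 0.333. Median changes in DE were tested across genes by permuting signs, and clock genes by permuting phases, with 100000 resamples, for which the smallest possible p is 1e-05. Gene lists were compared with 10000 random lists matched on expression in 20 bins. Genes are not independent replicates, so tests across genes describe these libraries. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

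FPKM values give no total of reads. The most frequent ratios between the lowest FPKM values (below 0.1) of the same gene in different samples gave an estimate of relative depth, from 41.4% of that of WT replicate 1 in atbmi1a/b weak replicate 1 to 86.1% in WT replicate 2. No binomial interval was given for expression values, since the counts of reads are not known. With 2 samples per genotype the precision is limited by the number of samples.

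The genes named in the text follow a rule fixed in advance. They are the genes the paper names in connection with expression whose identifier the reference pairs with that name, and the protein-coding genes with the largest changes past the thresholds, 3 in each direction for hta9hta11 compared to WT and 2 in each direction for atbmi1a/b weak compared to WT and for each line compared to hta9hta11, if every sample of one group lay beyond every sample of the other by more than 1 on the log2 scale. Which of their contrasts are followed through the alternatives was chosen after the values were seen. Gene positions are those of TAIR10.1, whose coordinates for nuclear chromosomes were used only for the description of genes. A locus tag was found there for 23384 of the listed genes.

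The fit was tested on simulated data with the mean of each gene and the spread of genes of similar mean. That spread was pooled over all 5 genotypes and the same in each, and the comparison read was hta9hta11 with WT. Of 200 genes with a mean log2(FPKM + 1) above 2 that were raised or lowered by 2, 96% were recovered with the right sign, and 0.781% of the unchanged genes passed both thresholds. In data with no change 5.26% of genes had a p value below 0.05, and 147 genes passed both thresholds. The permutation of signs gave p below 0.05 in 1 of 40 tests without a change.

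Alternatives to the pseudocount, the filter, the samples in the fit, the prior variance, the normalization, the adjustment of p, the pairing of replicates, the definition of recovery, and the grouping of DE were tried, as was leaving out each replicate. The list of H2A.Z-enriched genes was not used here, the H3K27me3 list and the list of genes upregulated in atbmi1a/b/c were used in the part that could be read, and sequencing of atbmi1a/b/c, ChIP, and blot data were not analyzed here.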

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

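Both tests of the clock genes were chosen after the result was seen, and the test of the organellar share was chosen before.

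Genes of the circadian clock, which the paper does not discuss, differed between WT and all other genotypes. In a list of 13 genes that peak in the morning and 10 that peak in the evening, the morning genes minus the evening genes had a mean log2 difference from WT of 5.81 in hta9hta11 (5.68 and 5.94 in the replicates), 6.18 in the N line (6.03 and 6.33), 5.65 in the RR line (5.64 and 5.66), and 5.43 in atbmi1a/b weak (5.10 and 5.75). The list was written from general knowledge after the largest changes of the paper's supplement had been seen. All 13 morning genes were above WT in each genotype, and 10, 10, 10, and 9 of the 10 evening genes were below WT in the order given. A permutation of the phases across genes gave p = 1e-05 in each genotype, the smallest that 100000 resamples can give. LHY had 0.926 and 0.700 FPKM in the WT replicates, and 169 FPKM in both hta9hta11 replicates. TOC1 had 34.6 and 36.2 FPKM in WT and 5.88 and 4.74 in hta9hta11, and FKF1 had 15.3 and 21.7 in WT and 0.0245 and 0.0565 in hta9hta11. A candidate explanation is that WT seedlings were harvested at another time of day than those of the other genotypes. Such a difference would move morning and evening genes in opposite directions, as the shift of 5.81 does. The paper states the age of the seedlings and its text gives no hour of harvest. The other explanation is an action of H2A.Z on clock genes, under which the N line, which expresses native HTA9, would lie nearer to WT than hta9hta11. Its shift was 6.18, against 5.81 in hta9hta11. The morning genes were farther from WT in the N line (mean 3.59 against 2.97), while the evening genes were nearer to WT (-2.59 against -2.84). The evening mean was -2.47 in the RR line. PRR5 had 1.44 and 1.42 FPKM in the N line, 0.601 and 0.369 in hta9hta11, and 1.25 and 2.83 in the RR line. In WT it had 37.0 and 36.5 FPKM, so the rise in the N line was small against the distance to WT. An action of H2A.Z on part of the clock genes is therefore not excluded. WT cannot be told apart from a group harvested at another time, so any contrast with WT may hold genes that change with the time of day. Among the other genotypes the shift ranged from 5.43 to 6.18. Seedlings with a changed clock and seedlings harvested at another time were not separated by any other test.

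Chloroplast genes, which are outside the nuclear genes the paper counts, were also higher than in WT. The median log2 difference from WT of the 133 chloroplast genes, taken as the mean of the medians of both samples, was 4.04 in hta9hta11 (3.62 and 4.46 in the replicates), 1.63 in the N line (1.10 and 2.15), 2.99 in the RR line (3.12 and 2.86), and 0.95 in atbmi1a/b weak (0.11 and 1.80). In hta9hta11, 131 of the 133 genes were above both WT samples in both samples, against 116 in the N line, 129 in the RR line, and 56 in atbmi1a/b weak. The median log2 difference of the 78 mitochondrial genes was smaller, with 0.71, 0.14, 0.51, and 0.23 in the same order of genotypes. The rise on this scale was thus not equal in both organelles. The organellar genes took 3.13% of the summed FPKM in hta9hta11 on average, 0.690% in the N line, 1.64% in the RR line, 0.536% in atbmi1a/b weak, and 0.365% in WT. A technical explanation is a different share of organellar RNA in the libraries, which would also lower all nuclear FPKM values. The median of the 13836 nuclear genes with a mean FPKM above 5 differed by -0.10 between hta9hta11 and WT, while the WT replicates differed from each other by 0.14 and the organellar share alone would give -0.04. Against WT the same median was -0.04 in the N line, 0.02 in the RR line, and 0.12 in atbmi1a/b weak. At this spread the explanation cannot be told from none, and the pattern cannot be told apart from a difference in library preparation. An action of H2A.Z on organellar transcripts was not tested. For the counts of genes it matters that 162 of the 917 genes upregulated in hta9hta11 and 147 of the 257 genes downregulated in the N line compared to hta9hta11 are organellar. With nuclear genes only, 111 genes remained in the latter list.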

How the results depend on the processing

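Values of 0 as missing (in 4 forms), a pseudocount of 0.01, and nuclear genes only were chosen after seeing the data, and all other alternatives were fixed before the data were examined. In total, 34 main results were compared under 20 alternatives. With no filter on low values, all 33 main results that this setting gives kept their direction and their side of the threshold, and the percentages of upregulated genes at WT levels stayed higher in the N line than in the RR line in all settings that define them. The cause was not tested for any of the changes below.

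With a pseudocount of 0.1, the upregulated genes compared to WT were 1589 in hta9hta11 (917 with a pseudocount of 1), 2600 in atbmi1a/b weak (1552), 1694 in the N line (1085), and 2245 in the RR line (1296). Compared to hta9hta11, the N line had 761 upregulated and 545 downregulated genes (412 and 257) and the RR line 1080 and 82 (573 and 24), and 693 genes were lower in the N line than in the RR line (293). The overlap of the mutants was 903 (463), the commonly upregulated genes were 950 in the N line (555) and 1280 in the RR line (713), and the mean of the upregulated genes in the RR line was 1.96 (1.78). At WT levels were 38.7% and 47.0% of the downregulated genes in the N and RR lines and 19.4% of the upregulated genes in the RR line. The median change in DE of commonly upregulated genes in the N line was 0.038 and no longer past the threshold (permutation p = 0.131), and -0.26 in the DE group 3 to 2. The H3K27me3 marked genes were 32.8% of those upregulated in both mutants and 22.5% of those downregulated in hta9hta11, both now past the threshold (Fisher's exact test, p = 9.43e-08 and 0.0271).

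With Benjamini-Hochberg adjusted p values, 129 genes were upregulated and 55 downregulated in the N line compared to hta9hta11, 232 and 2 in the RR line, and 11 were higher and 9 lower in the N line than in the RR line (89 and 293 without adjustment). At WT levels in the N line were 47.9% of the upregulated genes, the mean of the upregulated genes in the RR line was 1.82, and the median change in DE of commonly upregulated genes in the RR line was -0.040, now past the threshold (permutation p = 0.00232). Genes with an FPKM of at least 1 in at least 2 samples gave 26.4% H3K27me3 marked genes among those upregulated in both mutants and 19.2% among those downregulated, both now past the threshold (Fisher's exact test, p = 0.00154 and 0.0362). With only the groups compared in the fit these were 26.9%, now past the threshold (Fisher's exact test, p = 0.0463), and 19.7%, not past it (p = 0.697 from the same exact test), and 60 genes were downregulated in the RR line compared to hta9hta11. The downregulated genes had 19.2% marked genes with a mean-variance trend and 19.1% with the replicate block, above the other genes and not past the threshold (Fisher's exact test, p = 0.843 and 0.894). The block is the pairing of replicate numbers in the labels, for which the correlation of deviations between WT and hta9hta11 was 0.306.

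With quantile normalization, 48 genes were downregulated in the RR line compared to hta9hta11, the means of the upregulated and downregulated genes in the RR line were 1.60 and -1.37, and 33.1% of the upregulated and 30.3% of the downregulated genes were at WT levels in the RR line, and 31.8% of the downregulated genes in the N line. The downregulated genes had 21.5% H3K27me3 marked genes, above the other genes and not past the threshold (Fisher's exact test, p = 0.224). The median change in DE of commonly upregulated genes was -0.093 in the RR line, now past the threshold, and -0.051 in the N line in the DE group 2 to 1.5, and that of commonly downregulated genes in the RR line was -0.016 in the group 1.5 to 1. The log2-fold changes of FBA2, LHCB2.2, and LHCB2.3 in atbmi1a/b weak were 0.28, 0.51, and -0.061, and that of HSP70 between the RR line and hta9hta11 was -0.059.

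When recovery was defined as a move back past both thresholds against hta9hta11, whatever the level compared to WT, it was 22.7% of the upregulated genes in the N line, 2.29% in the RR line, and 8.95% and 10.4% of the downregulated genes. With all genes misregulated in hta9hta11, whatever the line, the median change in DE of upregulated genes was -0.32 in the N line, with -0.23, -0.28, and -0.22 in the groups 3 to 2, 2 to 1.5, and 1.5 to 1. In the RR line it was -0.13, now past the threshold, with -0.079 in the group 1.5 to 1, and downregulated genes in the N line had 0.21 in that group. With genes grouped by DE in the line, upregulated genes in the N line had 0.95 in the group 8 to 3 and -0.081 in the group 1.5 to 1, and those in the RR line had 0.0474 and 0.0466 in the groups 3 to 2 and 2 to 1.5 and -0.050 in the group 1.5 to 1. Downregulated genes in the N line had -0.11 in the group 8 to 3 and 0.12 in the group 1.5 to 1.

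With nuclear genes only, 111 genes were downregulated in the N line and 10 in the RR line compared to hta9hta11, and the mean of the upregulated genes in the RR line was 1.58. The median change in DE of commonly upregulated genes was 0.40 in the N line in the group 8 to 3, 0.047 in the RR line, now past the threshold in the direction away from WT (permutation p = 2e-05), and 0.086 in the RR line in the group 8 to 3 (permutation p = 0.0119). A pseudocount of 0.01 gave other counts, and 1705 genes were upregulated in hta9hta11 compared to WT, 1805 in the N line, 2333 in the RR line, and 2680 in atbmi1a/b weak, where 1577 were downregulated. Compared to hta9hta11 there were 804 upregulated and 604 downregulated genes in the N line and 1085 and 99 in the RR line, and 157 were higher and 707 lower in the N line than in the RR line.

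With values of 0 as missing and no pseudocount, in nuclear genes, 1566 genes were upregulated and 2062 downregulated in hta9hta11 compared to WT, and 2794, 1705, and 2177 were upregulated in atbmi1a/b weak, the N line, and the RR line. Compared to hta9hta11, 798 and 467 genes were up- and downregulated in the N line and 1129 and 110 in the RR line, and 166 were higher and 706 lower in the N line than in the RR line. The overlap of the mutants was 1050, and the commonly upregulated genes were 994 and 1276. The means were 1.72 and 2.09 for upregulated genes in the N and RR lines and -1.12 for downregulated genes in the RR line. At WT levels were 36.3% and 18.5% of the upregulated genes and 40.9% and 48.7% of the downregulated genes in the N and RR lines. The median change in DE of commonly upregulated genes was -0.11 in the N line in the group 3 to 2, and in the RR line 0.0500 over all genes and 0.0543 in the group 2 to 1.5, both now past the threshold in the direction away from WT (permutation p = 2e-05 and 0.0349). The H3K27me3 marked genes were 30.9% of those upregulated in both mutants and 22.2% of those downregulated, both now past the threshold (Fisher's exact test, p = 2.34e-07 and 0.0366).

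With values of 0 as missing and only the groups compared in the fit, the up- and downregulated genes compared to WT were 1890 and 2362 in hta9hta11, 1893 and 1866 in the N line, and 2478 and 1314 in the RR line, and 2394 were upregulated in atbmi1a/b weak. Compared to hta9hta11 they were 1008 and 605 in the N line and 1433 and 171 in the RR line, and 231 were higher and 917 lower in the N line than in the RR line. With atbmi1a/b weak left out of that fit and all other groups in it, they were 1794 and 2286 in hta9hta11, 1888 and 1855 in the N line, and 2447 and 1292 in the RR line, 957 and 571 in the N line and 1375 and 149 in the RR line compared to hta9hta11, and 222 and 968 between the lines. With the N and RR lines left out, 1483 genes were upregulated in hta9hta11 and 2611 in atbmi1a/b weak. Among the values that are not main results, 35 others changed under the alternatives without reversing, 10 by moving, 13 to weaker, and 12 to stronger.

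Leaving out each replicate in turn leaves 1 sample in a group, so genes were counted by a log2-fold change beyond 1 without a test, and 24 of 33 main results were unchanged in every such fit. Genes above 1 in atbmi1a/b weak ranged from 1532 to 2824 (1759 with all samples) across the 4 fits that each left out one replicate, and those below -1 from 1046 to 1954 (1138). Genes below -1 in the RR line compared to hta9hta11 ranged from 41 to 138 (75). Of the genes above 1 in hta9hta11, 34.4 to 41.0% were within 1 of WT in the N line across the 6 fits of these genotypes that each left out one replicate, 19.1 to 25.9% in the RR line, and of those below -1, 30.7 to 43.1% and 39.2 to 50.6%. The median change in DE in the RR line ranged from -0.036 to -0.021 for commonly upregulated and from 0.18 to 0.26 for commonly downregulated genes. Signs changed for FBA2 (-0.43 to 0.41), LHCB2.1 (-1.12 to 0.0062), LHCB2.2 (-0.19 to 0.094), and LHCB2.3 (-0.13 to 0.37) in atbmi1a/b weak, for HTA9 in the RR line compared to WT (-0.051 to 0.32), and for HSP70 in the RR line compared to hta9hta11 (-0.074 to 0.16). The clock gene difference in the RR line moved between 5.63 and 5.66. The estimated depth of atbmi1a/b weak was the lowest, 41.4% and 58.9% of WT replicate 1, which limits the precision of its low-expressed genes most.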

Differences from the paper's values

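The alternatives set before the data were examined that bear on these values are a pseudocount of 0.1, an FPKM filter, no filter, only the groups compared in the fit, a mean-variance trend, quantile normalization, Benjamini-Hochberg adjusted p values, and the replicate block. For the 19 values below, a pseudocount of 0.1 closed the gap for 15, only the groups compared in the fit for 4, and quantile normalization for 4, and the others closed it for none.

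In hta9hta11 compared to WT, 917 genes were upregulated against the paper's 1473. Under a pseudocount of 0.1 (1589), only the groups compared in the fit (983), and quantile normalization (1064) the values no longer differed by more than 1.5 times, and the other alternatives did not close the gap. In atbmi1a/b weak, 1552 genes were upregulated against the paper's 2633, and only a pseudocount of 0.1 (2600) closed the gap. In the RR line compared to WT, 1296 genes were upregulated against the paper's 2044, and a pseudocount of 0.1 (2245) and only the groups compared in the fit (1372) closed it, while the others did not. Compared to hta9hta11, 412 genes were upregulated in the N line against the paper's 710 and 573 in the RR line against the paper's 976, and only a pseudocount of 0.1 (761 and 1080) closed these gaps. For the downregulated genes, 257 in the N line against the paper's 409 and 24 in the RR line against the paper's 72, a pseudocount of 0.1 (545 and 82), only the groups compared in the fit (273 and 60), and quantile normalization (281 and 48) closed the gaps and the others did not.

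The overlap of the genes upregulated in hta9hta11 and atbmi1a/b weak was 463 against the paper's about 1000 in Fig. 3a, read by eye, and only a pseudocount of 0.1 (903) closed the gap among the alternatives set in advance. The commonly upregulated genes were 555 in the N line against the paper's 943 and 713 in the RR line against the paper's 1200, and again only a pseudocount of 0.1 (950 and 1280) closed the gaps.

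Settings chosen after seeing the values also brought counts within 1.5 times of the paper's. With values of 0 as missing and no pseudocount, chosen after seeing the values, the counts in the order above were 1566, 2794, 2177, 798, 1129, and 467, the overlap was 1050, and the commonly upregulated genes were 994 and 1276, while the 110 downregulated genes in the RR line still differed from the paper's 72. A pseudocount of 0.01 was also chosen after seeing the values, and the 7 counts were 1705, 2680, 2333, 804, 1085, 604, and 99. None of these differed from the paper's by more than 1.5 times. With values of 0 as missing and only the groups compared in the fit, chosen after seeing the values, they were 1890, 2394, 2478, 1008, 1433, and 605, with 171 still different from the paper's 72. Without atbmi1a/b weak in that fit, also chosen after seeing the values, the counts of the other contrasts were 1794, 2447, 957, 1375, and 571, with 149 still different, and with the N and RR lines left out, chosen after seeing the values as well, they were 1483 for hta9hta11 and 2611 for atbmi1a/b weak. Nuclear genes only, chosen after seeing the values, closed none of the gaps. None of the settings gave the paper's lists gene for gene. Of the 917 upregulated genes 721 (78.6%) and of the 1374 downregulated genes 1296 (94.3%) are in the paper's lists. Of the 755 nuclear upregulated genes, 95.5% are in the paper's list.

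For log2-fold changes compared to WT, ELIP2 in the RR line was 5.73 against the paper's 6.18, and a pseudocount of 0.1 (6.13) and quantile normalization (5.77) closed the gap. ZIP5 was -2.30 in hta9hta11 against the paper's -2.999, which a pseudocount of 0.1 (-2.90) closed. It was -2.14 in the RR line against the paper's -2.73 and -2.31 in the N line against the paper's -3.02. No alternative set in advance closed these gaps, a pseudocount of 0.1 giving -2.66 and -2.92. Closed did not mean equal for log2-fold changes, as 5.77 for ELIP2 was left farther from the paper's value than -2.66 for ZIP5. In hta9hta11, LEA4-1 was 0.99 against the paper's 1.99, AT1G07135 was -6.12 against the paper's -6.83, and AT1G56300 was -5.87 against the paper's -7.20, and only a pseudocount of 0.1 (1.79, -6.74, and -6.99) closed these gaps. LHY was 6.55 against the paper's 7.71 and AT1G13609 was 4.84 against the paper's 6.80, and no alternative set in advance closed the gaps, a pseudocount of 0.1 giving 7.54 and 6.43. With values of 0 as missing and no pseudocount, a setting chosen after seeing the values from 11 scalings tried, all of these equal the paper's values, as do all 6452 log2-fold changes of 2388 genes in Supplementary Data 4, for which the median difference in size on the log2(FPKM + 1) scale was 0.276.

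The paper states that the DE of upregulated genes was reduced in the N line only. Here the median change in DE over all commonly upregulated genes was 0.15 in the N line and -0.02 in the RR line, and in the group of largest DE it was -2.40 and -0.84. Commonly upregulated genes had to stay past the thresholds in the line, which favours a positive change. With all 917 genes upregulated in hta9hta11 it was -0.32 and -0.13. For nuclear genes only, chosen after seeing the values, it was 0.40 (permutation p = 0.0927) and 0.09 (permutation p = 0.0119) in the group of largest DE. The paper describes FBA2 as downregulated in hta9hta11, and its log2-fold change here was 0.34. It describes HSP70 as back at WT levels in the N line only. The FPKM values have the same order, with 12.3 in WT, 28.9 in hta9hta11, 16.5 in the N line, and 29.9 in the RR line. Neither the log2-fold change in hta9hta11 (1.17) nor that in the RR line (1.21) passed the p value threshold. HSP70 is therefore not in the list of genes upregulated in hta9hta11. The atbmi1a/b weak replicates, with 191 and 12.7 FPKM, enter the estimate of the spread in this fit. The replicates of WT and hta9hta11 did not overlap, nor did those of the N and RR lines.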

Other observations

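The tests of HTA9 levels in the lines, of a mislabelled sample, of scaling, of each atbmi1a/b weak sample, and of HTA11 were chosen after the results were seen, and the remaining tests before. For the tests of a stronger atbmi1 phenotype, of selection by DE, and of reads counted on HTA11, the rule that reads the value was changed after the value was seen.

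More genes upregulated in hta9hta11 returned to WT levels in the N line than in the RR line. A technical explanation is more signal at low-expressed genes in the RR libraries. The 755 nuclear genes upregulated in hta9hta11 were on average 0.11 higher in the RR line than in the N line on the log2 scale, against 0.07 for genes of matched expression that were not misregulated, and this mean was at the 99.95th percentile of 10000 matched lists. Without matching, genes not misregulated were 0.15 higher in the RR line, both among the 2696 with a mean FPKM of 0.2 to 1 and among the 8680 with a mean FPKM of 1 to 10, which is more than the upregulated genes. The difference beyond matched genes is small, and a general shift in the RR libraries is not excluded as a cause of part of the pattern. Another explanation is that the RR line holds less HTA9 transcript. The lowest N sample had 27.3 FPKM more HTA9 than the highest RR sample. A weaker recovery in the RR line may thus also come from its lower HTA9 transcript level. With 1 line of each kind, these RNA values cannot tell the replaced lysines from the level of HTA9. The paper reports from ChIP-qPCR that both forms were incorporated to a similar extent at the genes it examined. Those data were not analyzed here. Compared to WT, HTA9 had a log2-fold change of 0.14 in the RR line (129 against 116 FPKM, adjusted p = 0.697 from limma's moderated test) and of 0.73 in the N line (adjusted p = 0.0299 from the same limma test).

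For commonly upregulated genes in the N line, the median change in DE was negative in the group of largest DE only. These genes had to stay past the thresholds in the line, which favours a rise near a DE of 1. With all genes upregulated in hta9hta11, the changes in the groups 3 to 2, 2 to 1.5, and 1.5 to 1 were -0.23, -0.28, and -0.22. Selection of genes by their DE in hta9hta11 would favour a fall elsewhere. With the genes grouped by DE in the N line the median change in the group of largest DE was 0.95 in place of -2.40. Grouping by DE in the N line itself favours genes that are high in that line, so the reversal does not identify selection as the cause, and the pattern cannot be told apart from it. With nuclear genes only and the groups by DE in hta9hta11, the group of largest DE had 31 genes in place of 111 and its median change was 0.40 (permutation p = 0.0927), so the fall was not seen without the organellar genes.

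The atbmi1a/b weak replicates differed from each other more than other replicates. Between them, 1653 genes were more than 1 higher on the log2 scale in replicate 1 and 2131 in replicate 2, against 212 genes apart in WT, 104 in hta9hta11, 238 in the N line, and 163 in the RR line. A sample of hta9hta11 or a line under a wrong label would have low HTA11, and the lowest atbmi1a/b weak sample had 52.0 FPKM, against at most 11.2 in hta9hta11. Scaling would keep the order of genes, and Spearman's correlation was 0.917 against at least 0.986 in other genotypes. Morning minus evening clock genes differed by 0.65 between the replicates (permutation of phases, p = 0.0391), so a harvest at another time of day may account for part of the difference. For a stronger atbmi1 phenotype in 1 of the samples, the paper's list of genes upregulated in atbmi1a/b/c was used in the part that could be read. Its 1997 tested genes were at percentile 100 among matched lists, with a mean difference between replicates of 0.00024 against -0.11 for matched lists. This part of the list was thus higher in replicate 1 relative to matched genes, while its own mean was nearly equal in both replicates. The difference between the replicates cannot be told apart from a stronger phenotype in replicate 1. No biological explanation can be separated from these.

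The genes upregulated in both hta9hta11 and atbmi1a/b weak exceeded the number expected for unrelated lists. The shared WT samples could produce this, and with a different WT sample in each contrast the lower ratio of observed to expected was 5.49. This split leaves in place any difference that both WT samples share. A state shared with 1 atbmi1a/b weak sample only could also produce the overlap, and the lower ratio for a single sample was 4.00. Neither removed the overlap. A harvest of all mutants at a time of day other than that of WT, for which the clock genes shifted by 5.81 in hta9hta11, remains a candidate explanation for part of it. In total, 348 genes were upregulated and 481 downregulated in all 4 genotypes compared to WT, which is 38.0% of the genes upregulated and 35.0% of those downregulated in hta9hta11, and 368 of the 463 shared genes (79.5%) were also upregulated in the N line.

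HTA11 was lower in the N and RR lines than in hta9hta11. If reads of other H2A.Z genes were counted on HTA11, it would rise with the HTA9 transgene, and its log2-fold change in the N line compared to hta9hta11 was -2.53. This fall is the pattern itself, so the test could not have come out otherwise, and the pattern cannot be told apart from a changed assignment of reads between H2A.Z genes. If WT seedlings were mixed into hta9hta11, HTA9 would be raised by at least as large a share, and HTA9 was at 9.21% of WT in hta9hta11 while HTA11 in hta9hta11 lay above its level in the lines by 20.0% of the difference between WT and the lines. These values speak against mixed seedlings as the source of the whole fall. No biological explanation was tested.

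FLC (AT5G10140) had 2.51 ± 0.0871 FPKM in WT (SD, n = 2), 2.28 ± 0.281 in hta9hta11, 4.83 ± 1.03 in the N line, and 4.62 ± 0.0974 in the RR line, with log2-fold changes compared to WT of -0.10, 0.72, and 0.68 (adjusted p = 0.933, 0.407, and 0.434 from limma's moderated test). In atbmi1a/b weak FLC had 1.88 and 8.93 FPKM in the replicates, which are in the same fit and enter its estimate of the spread. Both replicates of each line, with 4.10 and 5.56 (N) and 4.69 and 4.55 (RR), lay above those of WT (2.58 and 2.45). FT (AT1G65480) was below 1 FPKM in every sample. It was listed at 0 in both N samples and in replicate 2 of hta9hta11, the RR line, and atbmi1a/b weak. These values are too low to compare the genotypes.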
